# Epigenomics and bolting tolerance in sugar beet genotypes

**DOI:** 10.1093/jxb/erv449

**Published:** 2015-10-13

**Authors:** Claire Hébrard, Daniel G. Peterson, Glenda Willems, Alain Delaunay, Béline Jesson, Marc Lefèbvre, Steve Barnes, Stéphane Maury

**Keywords:** Bolting tolerance, differentially expressed gene, differentially methylated region, epigenomics, microarray, sugar beet, vernalization.

## Abstract

In sugar beet (*Beta vulgaris altissima*), bolting tolerance is an essential agronomic trait reflecting the bolting response of genotypes after vernalization. Genes involved in induction of sugar beet bolting have now been identified, and evidence suggests that epigenetic factors are involved in their control. Indeed, the time course and amplitude of DNA methylation variations in the shoot apical meristem have been shown to be critical in inducing sugar beet bolting, and a few functional targets of DNA methylation during vernalization have been identified. However, molecular mechanisms controlling bolting tolerance levels among genotypes are still poorly understood. Here, gene expression and DNA methylation profiles were compared in shoot apical meristems of three bolting-resistant and three bolting-sensitive genotypes after vernalization. Using Cot fractionation followed by 454 sequencing of the isolated low-copy DNA, 6231 contigs were obtained that were used along with public sugar beet DNA sequences to design custom Agilent microarrays for expression (56k) and methylation (244k) analyses. A total of 169 differentially expressed genes and 111 differentially methylated regions were identified between resistant and sensitive vernalized genotypes. Fourteen sequences were both differentially expressed and differentially methylated, with a negative correlation between their methylation and expression levels. Genes involved in cold perception, phytohormone signalling, and flowering induction were over-represented and collectively represent an integrative gene network from environmental perception to bolting induction. Altogether, the data suggest that the genotype-dependent control of DNA methylation and expression of an integrative gene network participate in bolting tolerance in sugar beet, opening up perspectives for crop improvement.

## Highlight

Sugar beet bolting tolerance is associated, in the shoot apical meristem, with genotype-dependent DNA methylation and expression variations of an integrative gene network involved in environmental perception and flowering.

## Introduction

Sugar beet (*Beta vulgaris altissima*) is a biennial root crop that provides ~15% of the world’s sugar (FAO, 2012). This species is generally grown as a spring-sown crop and harvested the following autumn, the whole initial growing season corresponding to vegetative growth and sucrose production and storage. To induce bolting (i.e. rapid stem elongation followed by flowering), sugar beet requires a prolonged exposure to low temperatures between 2 °C and 10 °C (Lexander, 1980), a phenomenon called vernalization. This process requires mitotic activity of somatic cells in the shoot apical meristem for the subsequent formation of floral organs (Wellensiek, 1964). Acquisition of flowering ability is mitotically stable and constitutes a form of cell memory that can be maintained for weeks until optimal light conditions induce bolting (Lang, 1965; Metzger, 1988). Thus, under long-day conditions, bolting, associated with the use of stored sucrose, occurs in vernalized sugar beet and is usually followed by the development of an indeterminate inflorescence. In contrast to sugar beet, wild beets have a facultative requirement for vernalization; both annual and biennial forms have been described (Van Dijk, 2009). The annual habit in beet is under the genetic control of a dominant Mendelian factor termed *B* or ‘*bolting gene*’, which over-rides the need for vernalization by promoting flowering (Abegg, 1936; Boudry *et al.*, 1994; El-Mezawy *et al.*, 2002). Annual beets (*BB* or *Bb*) are non-responsive to vernalization, while biennial beets (*bb*) are responsive to vernalization. Recently, two additional loci affecting bolting, named *B2* and *B4*, were identified. The *B2* locus is unlinked to *B* and appears to act epistatically to *B*, while the *B4* locus is linked to the *B* locus and promotes annual bolting independently of *B* (Büttner *et al.*, 2010; Abou-Elwafa *et al.*, 2012).

Depending on the climate, sugar beet can be grown as a spring crop (temperate climates) or as a winter crop (warmer climates) sown in autumn (Mutasa-Göttgens *et al.*, 2012). The development of winter crop varieties in cooler temperate regions could result in at least a 26% increase in sugar yield (Jaggard and Werker, 1999). However, cool temperatures during the growing season may induce premature vernalization and subsequent early bolting in some genotypes, and reduce sugar production. There is a 12% loss in root sugar yield for one premature bolting plant per square metre in the field (Longden, 1989). Bolting tolerance is a quantitative trait reflecting the bolting response of biennial genotypes after a cold exposure. Several parameters are used to measure bolting tolerance, including bolting index (BI), corresponding to the percentage of bolting plants, and bolting delay (BD), which is the average number of days required for a visible initiation of bolting (Trap-Gentil *et al.*, 2011). At present, the selection of late bolting cultivars is based on phenotypic rather than genotypic criteria, and mechanisms controlling the variation in bolting tolerance between beet genotypes are still unclear.

The genetic control of flowering was first elucidated in the annual model plant *Arabidopsis thaliana* (for a review, see Andrés and Coupland, 2012). In this plant, vernalization involves the epigenetic silencing of the *FLOWERING LOCUS C* (*FLC*) gene. This MADS-box transcription factor acts as a floral repressor inhibiting the expression of genes required to switch the meristem to a floral fate, such as the *FLOWERING LOCUS T* (*FT*) gene which encodes the mobile floral-inductive signal (Michaels and Amasino, 1999; Abe *et al.*, 2005; Searle *et al.*, 2006). The epigenetic silencing of *FLC* is stable and can be transmitted to daughter cells by mitosis, but its expression is restored in each generation (Michaels and Amasino, 2001; Henderson and Jacobsen, 2007). In the last few years, several vernalization genes were identified in sugar beet by homology with counterparts of *Arabidopsis*. Both partial conservation and divergence in the genetic basis of bolting and flowering were found between these two plants (Reeves *et al.*, 2007; Pin *et al.*, 2010, 2012). Indeed, a reverse genetics approach allowed the identification of a *FLOWERING LOCUS C*-like gene (*BvFL1*). The expression of *BvFL1* in sugar beet was shown to be down-regulated during vernalization, but, unlike *AtFLC*, this repression is not maintained after vernalization (Reeves *et al.*, 2007). In addition, two paralogues of the *Arabidopsis FT* gene, named *BvFT1* and *BvFT2*, were isolated and shown to have evolved antagonistic functions (Pin *et al.*, 2010). In biennial sugar beet, *BvFT1* acts as a floral repressor and is gradually down-regulated during vernalization, enabling the induction of *BvFT2*, which is the functional *FT* orthologue and promotes flowering. Recently, the bolting locus *B* was map-based cloned and sequenced, revealing multiple rearrangements between the annual and the biennial alleles and the presence of several linked genes (Pin *et al.*, 2012). One is a pseudo-response regulator gene called *BOLTING TIME CONTROL 1* (*BvBTC1*) acting as an upstream regulator of *BvFT1* and *BvFT2* and being up-regulated by long days in annuals. In biennials, the rare recessive allele *Bvbtc1* retained a role as a promoter of bolting, but imparts reduced sensitivity to photoperiod which is restored by vernalization. In the same way, the *B2* locus was map-based cloned and sequenced, revealing a zinc finger transcription factor gene termed *BvBBX19* that is diurnally regulated and acts like *BvBTC1* upstream of *BvFT1* and *BvFT2* (Dally *et al.*, 2014). Taken together, these data illustrate how evolutionary plasticity at a key regulatory point can enable new life strategies.

Experimental observations, such as post-vernalization bolting of some *Bvbtc1* and *BvFT2* gene knockdown (RNAi) plants, indicate that additional mechanisms are involved in initiation of bolting in sugar beet (Pin *et al.*, 2010, 2012). In addition, the mechanisms controlling the expression of these sugar beet orthologues are still poorly known. As in *Arabidopsis* (for reviews, see Song *et al.*, 2012, 2013; Baulcombe and Dean, 2014), an epigenetic control of vernalization has been shown in sugar beet (Trap-Gentil *et al.*, 2011). Specifically, the time course and amplitude of DNA methylation variations in the shoot apical meristem have been shown to correspond to critical points for the induction of sugar beet bolting and represent an epigenetic component of the genotypic bolting tolerance. Genotypes with different bolting tolerance levels could be distinguished by their global DNA methylation levels in the shoot apical meristem, with sensitive genotypes being hypermethylated compared with resistant genotypes. Recently, a few functional targets of DNA methylation during vernalization such as *RNA METHYLCYTOSINE TRANSFERASES* (*BvRNMT*) were identified in the shoot apical meristem of sugar beet genotypes with distinct bolting tolerance (Hébrard *et al.*, 2013). RNA methylation was shown to vary during cold exposure and between genotypes, to affect *BvFL1* mRNA, and to delay bolting in an *Atrnmt Arabidopsis* mutant.

Here, high-throughput gene expression/methylation analysis of shoot apical meristems from six sugar beet genotypes that were submitted to 9 weeks of vernalization treatment is reported. A total of 169 differentially expressed genes (DEGs) and 111 differentially methylated regions (DMRs) were identified between bolting-resistant and bolting-sensitive genotypes. Two DEGs and 27 DMRs (all with a higher relative methylation level in bolting-resistant genotypes) mapping to the mitochondrial genome were also found. In addition, 14 sequences were found to be both differentially methylated and differentially expressed. It was shown that these DEGs, DMRs, and joint DEG–DMR sequences (DEMSs) belong to an integrated gene network involved in environment perception, phytohormone signalling, and flowering induction. Altogether, the data suggest that a genotype-dependent remodelling of DNA methylation and expression of an integrative gene network participate in bolting tolerance. These results also up open perspectives for breeding and provide the first candidate molecular markers for bolting tolerance in sugar beet.

## Materials and methods

### Plant material and growth conditions

Six biennial sugar beet genotypes (*Beta vulgaris altissima*, provided by SES-VanderHave, Tienen, Belgium) were germinated and grown for 8 weeks at 22 °C under a 16h photoperiod (700 μM m^–2^ s^–1^). Vernalization at 4 °C was then applied for 0, 3, 9, or 18 weeks, as described by Trap-Gentil *et al.* (2011). In this study, the genotypes vernalized for 9 weeks were used for only molecular biology analyses.

### DNA preparation, Cot fractionation, and 454 sequencing

Nuclear DNA was extracted from 500g of sugar beet leaves from the R1 genotype according to Peterson *et al.* (1997). A Misonix Sonicator 3000 (Farmingdale, NY, USA) was used to shear sugar beet nuclear DNA into fragments with a mean length of 500bp. The DNA fragments were dissolved in 0.03M sodium phosphate buffer (SPB) containing 1mM EDTA and loaded onto a hydroxyapatite (HAP) column equilibrated with 0.03M SPB. SPB was prepared as detailed in Liu *et al.* (2011). The absorbance (260nm) of the column eluant was monitored using an Agilent 8530 spectrophotometer (Massy, France). The HAP column was washed with 10 column volumes of 0.03M SPB and 10 column volumes of 0.12M SPB. These washes remove carbohydrate contaminants and secondary compounds that may affect DNA reassociation. The DNA was eluted from the column with the addition of 0.5M SPB. The HAP-purified DNA was concentrated using a Centriplus YM-30 column (EMD Millipore Corporation, Billerica, MA, USA) and sealed in a glass microcapillary tube.

Cot filtration was used to fractionate the HAP-purified sugar beet DNA fragments into single/low-copy and repetitive DNA components. As detailed in Peterson (2005), the genome size of a eukaryote can be used to estimate the Cot1/2 value of its single-copy component using the following formula:

$$y=\left(Cot1/2_{COli}\times G_{org}\right)÷G_{coli}$$ (1)

where *y* is the estimated Cot1/2 of single-copy DNA for the organism of interest (i.e. the Cot value at which half the DNA in the single-copy component has reassociated), G_coli_ is the genome size in base pairs of *Escherichia coli*, G_org_ is the 1C DNA content of the organism of interest in base pairs, and Cot1/2_coli_ is the Cot1/2 of *E. coli* DNA (Peterson, 2005). Inserting *E. coli*’s known genome size (4.639 Mbp; Blattner *et al.* 1997), its Cot1/2 value (4.545455M s^–1^; Zimmerman and Goldberg, 1977), and the 1C DNA content of sugar beet (1.223 Gbp; Bennett, 1972) into Equation 1 and solving for *y* yields an estimated Cot1/2 value for sugar beet single-copy DNA of 1200M s^–1^. Based on the two Cot decade principle (Peterson, 2005), 80% of the single-copy component of the sugar beet genome is expected to reassociate between 0.1*y* and 10*y* (i.e. Cot 120 and Cot 12 000M s^–1^). The concentrated sheared DNA sample in 0.5M SPB (sealed in a glass microcapillary tube as described above) was heated at 95 °C for 10min and allowed to renature to Cot 940M s^–1^. The slowest reassociating component of a Cot curve represents the reassociation of single-copy DNA (Supplementary Fig. S1 available at *JXB* online). It was chosen to reassociate the sample to the fairly stringent value of Cot 940M s^–1^ to ensure that most sequences recovered as unreassociated DNA were truly single copy in nature. The partially reassociated sample was fractionated into single-stranded and double-stranded DNA fractions by HAP chromatography as described by Peterson *et al.* (2002). Those fragments remaining single-stranded at Cot >940M s^–1^ were eluted in 0.5M SPB, concentrated using a Millipore YM-30 column, and transferred into 10mM aqueous TRIS (pH 8.0). Because recovery of Cot >940M s^–1^ was relatively low (i.e. 1–2 μg), the Cot >940 single-stranded DNA was amplified (and concomitantly made double-stranded) using the Qiagen Repli-g Midi Kit (Qiagen, Courtaboeuf, France). The Repli-g amplification resulted in a yield of 185 μg of double-stranded DNA with a concentration of 1840 μg ml^–1^. The *A*_260_/*A*_280_ ratio for the Repli-g amplified DNA was 1.83. Gel electrophoresis indicates that the Repli-g amplification worked well, although it appears to have preferentially amplified the longer fragments in the reactions (> 2kb; data not shown).

The Cot **>**940 DNA was processed for 454 sequencing at GATC-Biotech (Koblenz, Germany) using the GS-FLX technology (Roche, Boulogne Billancourt, France) following established manufacturer’s protocols (Margulies *et al.*, 2005). Half an FLX run was performed. Sequence assembly was achieved using the Roche Diagnostic GS de novo Newbler Assembler, and repeated sequences were eliminated using Repeat Masker software (http://www.repeatmasker.org/).

## Microarray probe design

eArray software (https://earray.chem.agilent.com/earray/; Agilent technologies, Massy, France) was used to design transcriptomics and CH3 microarray probes corresponding to 60-mer oligomers based on the 42 004 predicted open reading frames (ORFs) and 6231 contigs, respectively, and on public sequence information from a large collection of sugar beet expressed sequence tags (ESTs; ~30 000) and the mitochondrial genome from the NCBI (http://www.ncbi.nlm.nih.gov/nucest/?term=beta%20vulgaris). Sugar beet genes known to be involved in the floral transition were added, such as *FLC* (Reeves *et al.*, 2007), *FT* (Pin *et al.*, 2010), or *CONSTANS-LIKE* (Chia *et al.*, 2008). Previous studies on sugar beet revealed 39 vernalization markers (Hébrard *et al.*, 2013) and 21 morphogenesis markers (Maury *et al.*, 2012) which were also included.

At least one transcriptomic probe was designed for each sugar beet EST, ORF, or gene. A second probe was designed when probes could not differentiate between sequences. A total of 53 752 probes were generated with this design, and 1227 probes allowed the differentiation between similar transcripts. Moreover, internal Agilent control probes and reproducibility controls, corresponding to 50 probes that were duplicated 10 times, were also used. For hybridization, 8×60K custom microarray slides (Agilent Technologies) were used.

The design of CH3 microarray probes was different depending on defined groups. The probe coverage was maximal, but the space between probes varied for each group. In the first and second groups, corresponding to public sugar beet EST data and the mitochondrial genome, respectively, probes were designed every 100bp. The contigs obtained by sequencing of Cot-filtered DNA, vernalization, and morphogenesis markers were covered by 50bp spaced probes. Candidate genes and ORF probes were designed every 30bp. Moreover, internal Agilent control probes and reproducibility controls, corresponding to 50 probes that were duplicated 10 times, were also used. Finally, 227 242 probes were designed and 1×244K custom microarray slides were used (Agilent Technologies) for hybridization.

### RNA preparation and microarray hybridization

Total RNAs were independently isolated from shoot apical meristems after 9 weeks of vernalizing treatment in three bolting-sensitive (S1, S2, and S3) and three bolting-resistant (R1, R2, and R3) sugar beet genotypes using a Nucleospin^®^ RNA Plant kit (Macherey-Nagel, Hoerdt, France). One shoot apical meristem per genotype was used. To confirm the absence of genomic DNA in all the RNA preparations, a control PCR was performed on RNA. The DNA contamination and RNA integrity with RNA integrity number (RIN) measurement (RIN threshold of 8) were estimated by the use of a bioanalyzer 2100 (Agilent Technologies).

Sugar beet total RNA was used to generate fluorescent cRNA (complementary RNA), according to Agilent Technologies’ recommendations. Briefly, to be used as a positive control for labelling and data analysis, RNA spike mix, which is a mix of 10 polyadenylated RNAs synthesized *in vitro* from the *E1A* adenovirus gene, was obtained with the One-Color RNA Spike-In Kit (Agilent Technologies). For each sample, 80ng of total RNAs were reverse transcribed. Then, cRNA was synthesized by T7 RNA polymerase, and cyanine 3 (Cy3)-labelled CTP was incorporated using an Input Quick Amp Labeling Kit, One Color (Agilent Technologies). Fluorescent cRNA was purified with the RNeasy Mini Kit (Qiagen). Quality control of synthesized fluorescent cRNA was based on cRNA and Cy3 concentration measurement as well as cRNA fragment size. For each sample, three quality thresholds were chosen: a yield of 825ng of cRNA, a specific activity of 6 pmol_Cy3_ g_cRNA_^–1^, and a 200–2000 nucleotides fragment size range.

Imaxio (Clermont-Ferrand, France) conducted RNA hybridization following Agilent Technologies’ instructions. Briefly, the labelled cRNAs were broken up in Fragmentation mix (Agilent Technologies) for 30min at 60 °C. A 2× GEx Hybridization Buffer HI-RPM (Agilent Technologies) was then added and cRNAs were loaded onto the arrays. The arrays were incubated at 65 °C for 17h in Agilent hybridization chambers and then washed according to the Agilent protocol at room temperature.

### DNA preparation and microarray hybridization

Shoot apical meristems from three bolting-sensitive (S1, S2, and S3) and three bolting-resistant (R1, R2, and R3) sugar beet genotypes exposed to 9 weeks of vernalization were used for DNA isolation. For each genotype, shoot apical meristems from three individuals were pooled, ground into a fine powder in liquid nitrogen, and used for DNA extraction. DNA was extracted using Plant DNAzol Reagent (InVitrogen, Cergy-Pontoise, France) according to the manufacturer’s recommendations. To avoid RNA contamination, 100 μg of RNase A ml^–1^ Plant DNAzol was added at the beginning of the isolation procedure. DNA was precipitated at –20 °C for at least 30min using 96% ethanol (2.5 vols) and 3M Na-acetate (pH 5.2, 0.1vol.). DNA was then washed using 70% ethanol, vacuum dried, and dissolved in ultrapure water. Concentrations and purity of DNA samples were estimated using a NanoDrop 1000 spectrophotometer (Thermo Scientific, Wilmington, DE, USA).

Sugar beet DNA fragments ranging from 0.2kb to 0.8kb were obtained by sonication with a VC 505 Vibra-Cell sonicator (Fisher Scientific, Illkirch, France). DNA was isolated by immunoprecipitation according to Weng *et al.* (2009). One immunoprecipitation per DNA sample was realized. Briefly, 11 μg of sonicated DNA were diluted in 250 μl of 1× IP buffer composed of 10mM Na_3_PO_4_ (pH 7.0), 140mM NaCl, 0.05% (v/v) Triton X-100, and denaturated by boiling for 10min. Then DNA was cooled on ice for 10min and 4 μg of DNA from each sample was kept at –20 °C to be used as the input control for microarray analysis. The remaining 7 μg of DNA of each sample was mixed with 10 μg of mouse monoclonal anti-5mC antibodies (Eurogentec, Angers, France) and incubated overnight on a rotator in a 4 °C cold room. The DNA–antibodies mixture was combined with Dynabeads Protein G (InVitrogen) during 2h at 4 °C. Beads were washed four times with 1× IP buffer using a magnetic rack (Invitrogen). Antibodies were digested overnight on a rotator with 100 μg of proteinase K (Sigma-Aldrich, Saint-Quentin Fallavier, France) in 250 μl of a digestion buffer composed of 50mM TRIS (pH 8.0), 10mM EDTA, and 0.5% (w/v) SDS at 50 °C to elute methylated DNA. Isolated DNA was obtained with one phenol/chloroform/isoamyl alcohol (25:24:1) (v/v/v) and two chloroform/isoamyl alcohol (24:1) (v/v) extractions in phase lock gel heavy tubes (Eppendorf, Le Pecq, France) followed by ethanol precipitation. A NanoDrop 1000 spectrophotometer (Thermo Scientific) was used to estimate concentrations of DNA pellets that were solubilized in ultrapure water.

For each sample, labelled DNA was generated according to the recommendations of Agilent Technologies. Briefly, labelling of input control and immunoprecipitated methylated DNA was performed using a Genomic DNA Enzymatic Labeling Kit (Agilent Technologies). Random primers and the exo-Klenow fragment were used to label input control and immunoprecipitated methylated DNA differentially with Cy3-labelled dUTP and Cy5-labelled dUTP, respectively. Labelled DNA was purified using 30kDa Amicon columns (Millipore, Molsheim, France). Quality control of synthesized labelled DNA was based on DNA and Cy5/Cy3 concentration measurement. For each sample, three quality minimum thresholds were chosen: a yield of 2.5 μg of labelled DNA, a specific activity of 7–20 pmol_Cy5_ g_DNA_^–1^, and 18–25 pmol_Cy3_ g_DNA_^–1^.

Imaxio (Clermont-Ferrand, France) conducted DNA hybridization following Agilent Technologies’ instructions. Briefly, Cy5- and Cy3-labelled DNAs were pooled in ddH_2_O, and Hybridization mix (Agilent Technologies) was added before incubation at 95 °C for 3min and then at 37 °C for 30min. Samples were loaded onto the arrays, and hybridization was performed at 67 °C for 40h at 20rpm in Agilent hybridization chambers. Arrays were then washed according to the protocol at room temperature.

### Data collection, normalization, and cluster analysis

The single nucleotide polymorphism (SNP) collection was obtained in a previous study (Adetunji *et al.*, 2014) by genotyping elite sugar beet breeding lines (from SESVanderHave) and wild beet accessions.

A G2505C scanner (Agilent Technologies) was used to scan microarray slides, and extraction of raw signal data was carried out using Feature Extraction 10.7 software. The reproducibility and reliability of each single microarray were evaluated using Quality Control report data (Feature Extraction, Agilent Technologies).

One-colour transcriptomics data were normalized per chip to the 75th percentile and per probe to medians and were transformed to log values. Feature Extraction flag criteria allowed data filtering: non-outlier population, not saturated; uniform and significant probe signal, probe signal above background. A probe signal was considered as ‘well above background’ if gBGSubSignal was >2.6 gBG_SD. A probe needed to pass all flag criteria for all replicates of at least one experimental condition (bolting-resistant or bolting-sensitive) to pass the filtering. A *t*-test was performed with MeV software (Saeed *et al.*, 2003) to determine if genes were differentially expressed between experimental conditions. Statistical tests were considered significant at *P<0.05. Benjamini–Hochberg’s correction was used for false-positive discovery. The second filtering criterion which was used is a 2-fold change in transcript levels among conditions. Average linkage hierarchical clustering analysis was applied using Pearson correlation distance.

For the CH3 microarray, data normalization was performed by Feature Extraction software and used to correct cyanine bias with the linear method: the mean signal of probes selected for quality criteria (i.e. signal above background, non-outlier, and whose ranks are similar between the two dyes) allowed the normalization of all probes values. The Cy5/Cy3 log ratio was then calculated for each probe. Data filtering was performed using Feature Extraction flag criteria: non-outlier population, not saturated; uniform and significant Cy3 and Cy5 probe signal, Cy3 and Cy5 probe signal above background. A probe signal was considered as ‘well above background’ if g/rBGSubSignal was >2.6g/rBG_SD. A probe needed to pass all flag criteria for all replicates of at least one experimental condition (bolting-resistant or bolting-sensitive) to pass the filtering. A *t*-test was performed with MeV software (Saeed *et al.*, 2003) to determine if genes were differentially methylated between experimental conditions. Statistical tests were considered significant at *P<0.05. A probe signal fold change of two between the two experimental conditions was also chosen as a threshold.

### Bioinformatic analyses

Reads were mapped on the sugar beet genome (Dohm *et al.*, 2014; The Beta Vulgaris Resource: bvseq.molgen.mpg.de) using CLC Genomics Workbench software (Qiagen). Contigs and ORFs were compared with the sugar beet genome using BLASTN. Differentially expressed and differentially methylated genes were annotated (i) by TBLATSX analyses using the *Arabidopsis* database from the National Center for Biotechnology Information (http://blast.ncbi.nlm.nih.gov/Blast.cgi); and (ii) by BLASTX analyses using The Beta Vulgaris Resource (bvseq.molgen.mpg.de). The Gene Ontology (GO) class enrichment was produced with Classification SuperViewer Tool w/ Bootstrap (http://bar.utoronto.ca/ntools/cgi-bin/ntools_classification_superviewer.cgi). These analyses were confirmed using Blast2Go (http://www.blast2go.com/b2ghome; Götz *et al.*, 2008).

### Quantitative PCR

Approximately 500ng of total RNA were reverse transcribed using SuperScript™ III First-Strand Synthesis SuperMix for qRT-PCR kit (Invitrogen). Primers were designed with QuantPrime software (http://www.quantprime.de/) and are listed in Supplementary Table S1 at *JXB* online. Constitutively expressed genes encoding, respectively, a *UBIQUITIN* and an *ATP SYNTHASE BETA SUBUNIT* (accession nos *BI544002* and *BQ490219*) were used as internal standards. To confirm the absence of genomic DNA in all the total RNA preparations, a control without reverse transcriptase during the cDNA synthesis was performed. PCRs were prepared using an automated system epMotion 5070 (Eppendorf). Amplification and analysis were performed using a Platinium SYBR Green qPCR Supermix-UDG kit (Eurogentec) on a Mastercycler Realplex (v1.6000; Eppendorf). Two biological and two technical replicates at least were performed for each gene and for six genotypes (three resistant and three sensitive to bolting). Quantitative PCR and microarrays results were compared calculating the Pearson correlation coefficient between qPCR amplification ratios and fold changes.

### Bisulphite sequencing

To determine the cytosine methylation status in CG, CHG, or asymmetric CHH (H could be A, T, or C) contexts, bisulphite treatment (Epitect bisulfite kit, Qiagen), which results in the conversion of unmethylated cytosines to uracils but does not affect methylated cytosines, was applied on genomic DNA (500ng) according to the manufacturer’s recommendations. Controls for bisulphite conversion efficiency and amplification as well as primer design, PCR, and sequencing procedures have been previously detailed (Trap-Gentil *et al.*, 2011; Hébrard *et al.*, 2013). Primers used for bisulphite sequencing are listed in Supplementary Table S1 at *JXB* online. Duplicates were performed for each sequence and each genotype.

## Results

### Isolation of sugar beet single-copy sequences by Cot filtration and next-generation sequencing (Cot-SEQ)

In order to obtain more gene sequence data for sugar beet, which has a 1223 Mbp genome (Bennett, 1972) containing >63% repetitive DNA (Flavell *et al.*, 1974), Cot filtration was used to isolate single/low-copy sequences which were subsequently sequenced using 454 technology (Supplementary Fig. S2 at *JXB* online). An average read length of 353bp was obtained for the 466 386 reads, corresponding to 117 949 495 nucleotides (Supplementary Fig. S3, Supplementary Table S2). The 466 386 reads were assembled into 6231 contigs, including 2211 large contigs (>500 bases, 832 bases average size, 14 860 bases largest size), and covered 2 953 454 bases (Supplementary Table S2). Large contigs have been deposited at DDBJ/EMBL/GenBank under the accession no. JMBQ00000000. About 78% of the total reads remained as singletons. Bioinformatic analyses revealed that single-copy sequences represented 98.6% of the covered bases while repeated sequences covered only 1.4%, mostly with small RNAs and simple repeats (Supplementary Table S3). Only 1.0% of the contigs (Supplementary Table S4) were mapped on the recent version of the reference sugar beet genome. Analysis of contigs identified thousands of potential ORFs that were blasted against public databases. These ORFs revealed very low sequence redundancy (1.5%), and 3.9% showed significant homology to previously annotated genes (Supplementary Tables S3, S5). GO annotations indicate that those sequences with homology to known genes represent a wide range of biological processes (Supplementary Fig. S4A) and molecular functions (Supplementary Fig.S4B). ORFs were then mapped on the sugar beet genome when it was released (Dohm *et al.*, 2014), and 0.52% of ORFs (i.e. 218) were mapped on the sugar beet genome (Supplementary Table S6). Among them, 184 ORFs showed sequence homology to genes, but only 84 distinct genes were identified. Using a Cot-SEQ strategy, information on single/low-copy sequences that were previously undescribed was generated and thus additional information was provided that was leveraged in designing microarrays for sugar beet.

### Bolting tolerance and genetic clustering of sugar beet genotypes

Six sugar beet genotypes were kept at 4 °C for up to 18 weeks and then characterized for bolting using the percentage of bolting plants (the bolting index, BI) after 0, 3, 9, or 18 weeks of cold and the average number of days required for bolting initiation (the bolting delay, BD; Fig. 1A). The BI increased with the duration of cold, depending on the genotypes. Genotypes S1, S2, and S3 started to bolt after 9 weeks at 4 °C and reached 75–100% of the BI at the end of the treatment, with BDs ranging from 17 d to 55 d. Conversely, genotypes R1, R2, and R3 did not bolt, or showed weak bolting responses during the treatment (R3 with a 15% BI and BD of 85 d after 18 weeks of cold exposure). Therefore, S1–S3 genotypes were considered as bolting sensitive compared with R1–R3 which were classified as bolting resistant. The shoot apical meristems were collected after 9 weeks of cold exposure for further microarray analyses. Indeed, this cold duration was sufficient to induce bolting in the three bolting-sensitive genotypes when transferred to optimal temperature and photoperiod conditions, but not in the three resistant genotypes.

**Fig. 1.**
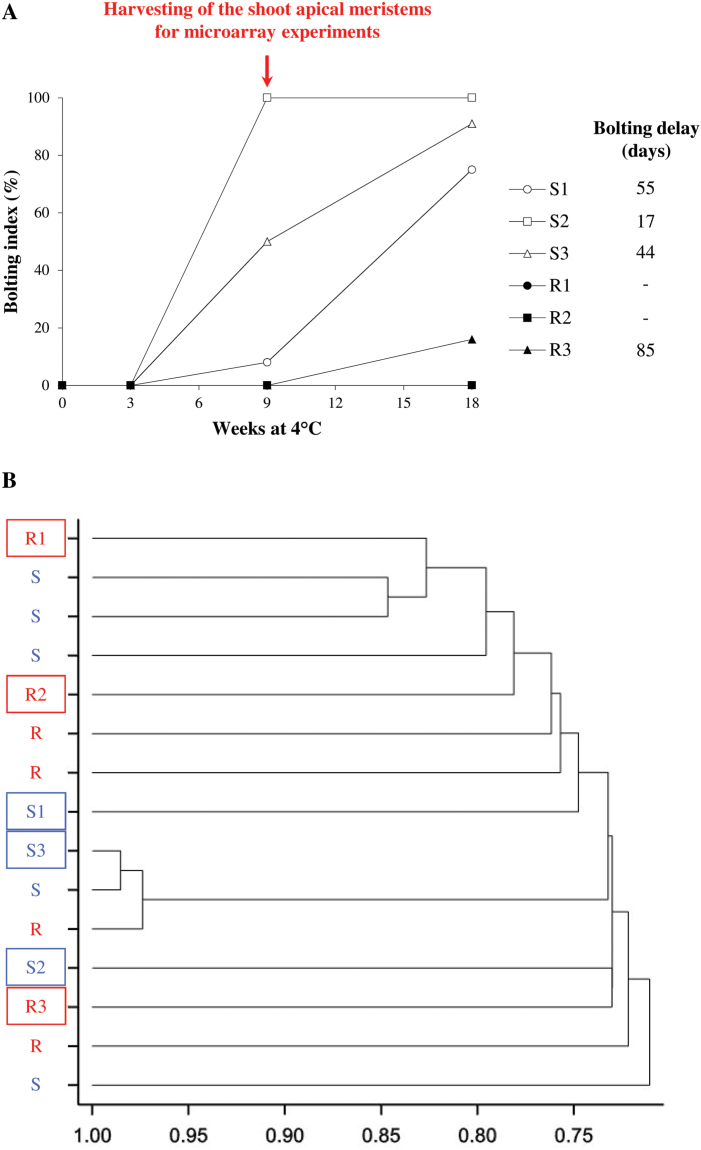
Characterization of the six sugar beet genotypes during vernalization. (A) Bolting index of genotypes after 0, 3, 9, or 18 weeks of vernalization treatment (4 °C). S1, S2, and S3 (open circles, squares, and triangles) were considered as bolting sensitive, while R1, R2, and R3 (filled circles, squares, and triangles) were considered as bolting resistant. On the right is indicated the bolting delay after 18 weeks of vernalization for each genotype. (B) Genetic clustering based on 708 single nucleotide polymorphisms for the three bolting-resistant (R1–R3) genotypes, the three bolting-sensitive (S1–S3) genotypes, and nine other genotypes with distinct bolting tolerance levels after 9 weeks of vernalization treatment.

A hierarchical genetic clustering (Fig. 1B) based on 708 SNPs (explaining ~46% of the variance) showed that the six genotypes were classified independently from their bolting characteristics. These SNPs were obtained from a previous study by genotyping elite sugar beet breeding lines (from SESVanderHave) and wild beet accessions (Adetunji *et al.*, 2014).

### Trancriptomic microarray analysis of vernalized sugar beet genotypes with distinct bolting tolerance

To explore transcriptomic variations between sugar beet genotypes with distinct bolting tolerance levels, a custom long-oligonucleotide (60-mer) microarray (8×56k) was generated using the Agilent SurePrint ink-jet technology and hybridized with total RNA extracted from the shoot apical meristems of each genotype after 9 weeks of cold exposure (Supplementary Fig. S2 at *JXB* online). 

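Expression was measured on 8 arrays of 1 slide, read in 1 scan. The bolting-resistant group comprised genotypes 1, 4 and 7 and the bolting-sensitive group genotypes 2, 3 and 5, as numbered in the sample labels, and these numbers are not paired with the names R1–R3 and S1–S3 in the text. Genotypes 3 and 7 were each hybridized to 2 arrays and the other genotypes to 1. The replicates are therefore the 3 genotypes of each group, each represented by 1 meristem, and their number limits the precision. The authors deposited the output of Agilent's Feature Extraction software (version 10.7.3.1), which gives for each spot a background-subtracted Cy3 intensity on a linear scale with quality flags, and their own normalized log2 values. Each array held 54252 non-control spots for 53752 probes, because 50 probes were spotted 11 times. The 75th percentile of the intensity lay between 288.4 and 417.7 on the arrays of resistant genotypes (median 369.7) and between 345.2 and 422.6 on those of sensitive genotypes (median 403.3). Between 42.6% and 45.0% of the spots of an array were well above background, and 0 spots were saturated. Here, the log2 intensity of each spot was expressed relative to the 75th percentile of its array, spots of 1 probe were averaged, and the arrays of genotypes 3 and 7 were averaged to 1 value per genotype before the groups were compared with limma. Over the filtered probes, the duplicate arrays gave an SD per array of 0.13 for genotype 3 and 0.18 for genotype 7 on the log2 scale, and 0.287% and 0.506% of the probes, respectively, differed by more than 2-fold between them. The scaling, the background correction, the filter on dim probes and the choice of array for genotypes 3 and 7 could change the values.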

Transcriptomic data are available in the GEO database (GEO accession no. GSE55951).

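A probe was retained when it passed all flag criteria (non-outlier, not saturated, significant and well above background) with at least 1 of its spots on all arrays of at least 1 group. This retained 22314 probes (41.5%), of which 20713 passed in both groups, 957 in the resistant genotypes only and 644 in the sensitive genotypes only. Probe names begin with a letter, and in Supplementary Table S7 probes named with P carry EST or gene accessions while probes named with O carry contig names. Of the 29094 P probes, 21064 (72.4%) were retained, against 1223 of the 24555 O probes (4.98%). Probes named with T, V and M numbered 44, 38 and 21, of which 26, 1 and 0 were retained. The designed and retained numbers for T equal those that Table 1 gives for candidate genes. However, 0 T probes were DEGs with limma and 0 are in Supplementary Table S7, while Table 1 gives DEGs among the candidate genes. The letters were not tied here to the floral transition genes, vernalization markers and morphogenesis markers that the methods list. Retaining only probes that passed in both groups was the alternative that moved the total most. When the criterion for a signal well above background was recomputed as a background-subtracted signal over 2.6 times the SD of the background, 22976 probes were retained.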

Of the 53 752 probes (29 094 from public databases and 24 658 from Cot-SEQ; Table 1), 22 448 (41.8%) remained after the filtration and normalization steps (Supplementary Fig. S5 at *JXB* online), mainly from the public databases probes. Using a fold change threshold of two, 1580 genes were found to be differentially expressed between S and R genotypes. 

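The mean log2 values of the resistant and sensitive genotypes differed by more than 1, that is, by more than 2-fold, for 1566 filtered probes. Of these, 740 had the higher mean in the resistant and 826 in the sensitive genotypes. For 353 of them (22.5%) the values of the resistant genotypes did not overlap with those of the sensitive genotypes. Probes that are not selected by their fold change reach this in 10% of cases by chance with 3 genotypes against 3, and 7.30% of all filtered probes did so. Between single genotypes, a median of 16.0% of the filtered probes differed by more than 2-fold within a group (range 13.7% to 20.2% over 6 pairs) and 15.0% between groups (range 13.4% to 17.5% over 9 pairs). Without the flag filter, 3100 probes exceeded the threshold, the largest change among the alternatives tested.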

According to a *t*-test (*P*<0.05), 169 of these 1580 genes revealed significant differences between genotypes and were considered as ‘differentially expressed genes’ (DEGs; Table 1; Supplementary Table S7). 

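With limma, 389 filtered probes passed the p threshold of the paper, taken without adjustment, and a fold change of 2 between the groups, 167 with a higher level in the resistant and 222 in the sensitive genotypes. After Benjamini–Hochberg adjustment, which the methods name, 18 remained, 7 and 11, respectively. The methods' t-test with equal variances gave 181 probes at the same thresholds (97 higher in the resistant and 84 in the sensitive genotypes) and 0 after adjustment, and with unequal variances (Welch) 132 (76 and 56) and 0. Without the fold limit, 757 of the 22314 filtered probes passed the unadjusted limma p, a share below the threshold of 0.05. In simulated data, limma, the equal-variance and the Welch test made 516, 296 and 221 false calls at the unadjusted thresholds. Each number exceeds the count found here, so these unadjusted counts alone do not show a group difference. When arrays were scaled to their median in place of the 75th percentile, the median log2 difference of all filtered probes shifted from 0.0090 to 0.13, and 252 probes were higher in the resistant (60.0%) and 168 in the sensitive genotypes, compared with 42.9% higher in the resistant genotypes before. Leaving out resistant genotype 1 moved the number of probes most among the genotypes, to 810. Of the 169 sequences of Supplementary Table S7, 161 were among the 389, and for 304 of the 389 the 3 resistant genotypes did not overlap with the 3 sensitive ones.
In recorded signals, the largest differences in favour of the resistant genotypes among probes without overlap were a log2 difference of 5.91 for P634, which Supplementary Table S7 does not list, 5.73 for BQ589670, 5.17 for FG344264, 4.86 for BQ582832 and 4.77 for BQ592335. P634 was not well above background on any array of the sensitive genotypes, so that its level was at least 16.0-fold higher in the resistant genotypes. Such limits were computed from the lowest signal well above background on each array. The limma standard error of P634 (0.41) and its adjusted p (limma, 0.0203) belong to the recorded difference and not to the limit. BQ592335 was likewise at least 5.45-fold higher, so that the rank of neither is established, and BQ589670 was well above background on 2 of the 4 arrays of sensitive genotypes. The 4 accessions had adjusted p values of 1.00, 1.00, 0.411 and 0.578 with limma. BQ589670 (limma standard error 1.60) and FG344264 (1.50) varied most among genotypes, and neither passed the Welch form of the methods' t-test.
In the opposite direction the log2 differences were -8.18 for P8946, -6.55 for BQ584634, -5.77 for BQ489705, -5.71 for P8852 and -5.63 for BI096077. BQ584634 was not well above background on any array of the resistant genotypes and was at least 25.4-fold higher in the sensitive genotypes, which leaves its rank open as well. Its recorded difference had a limma standard error of 0.29 (adjusted p = 0.00589). BQ489705 (limma standard error 0.33, adjusted p = 0.0191) and BI096077 (0.21, adjusted p = 0.00504) were well above background on all arrays. P8946 and P8852 are not listed in Supplementary Table S7 and had large standard errors (2.59 and 1.98). P8946 was well above background on 1 of the 4 arrays of resistant genotypes and P8852 on 2, and neither passed the methods' t-test in either form. With a genotype left out, P8946 did not pass the limma threshold without genotype 2, 3, 4 or 7, nor P8852 without genotype 1, 2, 3, 4 or 5.
From the sequences past both criteria, the paper concludes that the groups differ in the expression of genes for the perception of cold, phytohormone signalling and the induction of flowering.

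**Figure D1:**
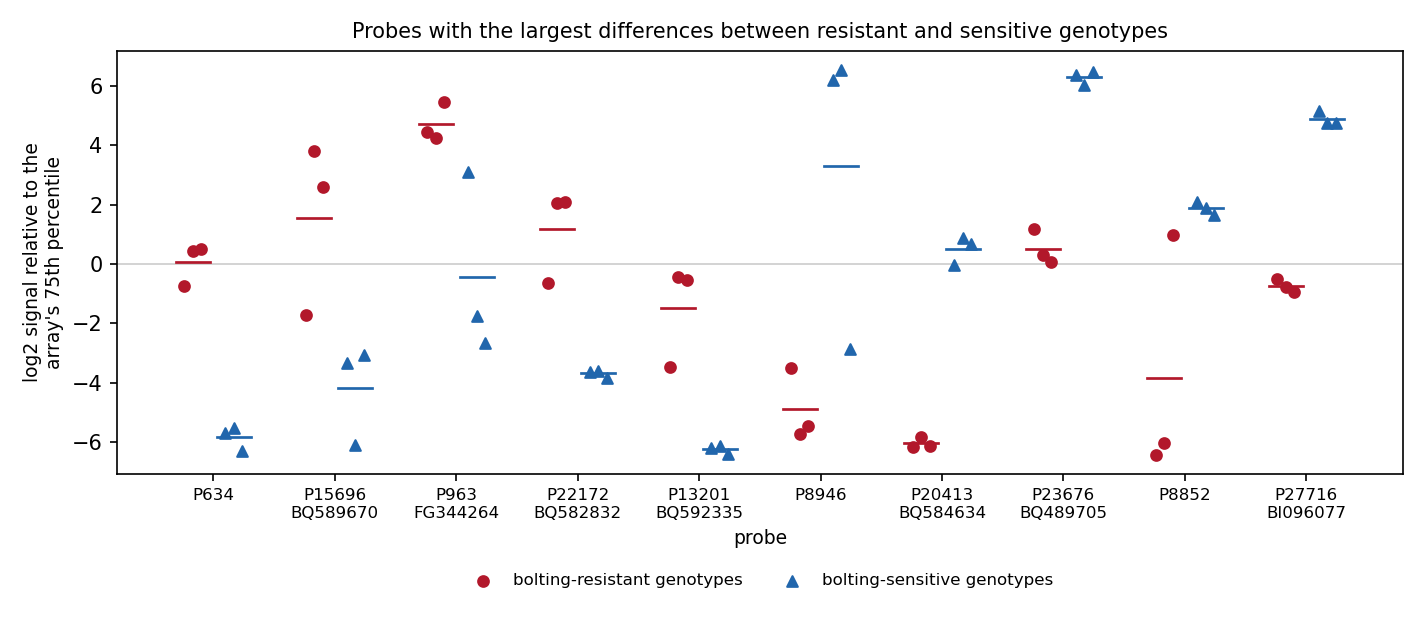
Log2 signal relative to the 75th percentile of the array (vertical axis) for the 5 probes with the largest recorded rise and the 5 with the largest recorded fall in the resistant genotypes (horizontal axis, probe with its accession where Supplementary Table S7 gives one). Points are genotypes (circles resistant, triangles sensitive), each the mean of its arrays, and lines are group means. P8946 lies at 6.19 and 6.53 in sensitive genotypes 2 and 3 but at -2.86 in sensitive genotype 5.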

Microarray transcript abundance data were independently validated by quantitative reverse transcription–PCR (qRT–PCR) for a sample of genes (Supplementary Fig. S6), revealing a strong positive correlation between fold changes obtained from microarray and qPCR data (Pearson correlation coefficient *r*=0.986 at *P*<0.005, *n*=6). 

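Among the genes of Supplementary Fig. S6, accession BQ489363 was paired with an array probe (P24018) through Supplementary Table S7. Its log2 level on the array was 2.20 ± 0.29 (SD, n = 3 genotypes) in the resistant and 0.0033 ± 0.15 (SD, n = 3) in the sensitive genotypes. The log2 difference had a standard error of 0.21 (limma adjusted p = 0.0599), and each resistant genotype lay above each sensitive genotype. With each genotype left out in turn, the difference stayed between 2.05 and 2.33. The qRT–PCR values are not analysed here.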

Figure 2A corresponds to a heatmap showing the 82 sequences with a higher relative expression level in S genotypes and the 87 sequences with a higher relative expression level in R genotypes. 

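Of the sequences of Supplementary Table S7, 165 passed the flag filter. The measured level was higher in the sensitive genotypes for 78 of them and in the resistant genotypes for 87, and over all the sequences of the table the numbers were 80 and 89. The log2 differences ranged in size from 0.95 to 6.55, with a median of 1.67. The table lists its sequences under 2 headings. Of the 80 filtered sequences under the heading for a higher level in sensitive genotypes, 39 had the higher level in the sensitive genotypes. Of the 85 under the heading for resistant genotypes, 46 had the higher level in the resistant genotypes. The measured direction was thus that of the heading for 51.5% (Fisher's exact test, two-sided, p = 0.756).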

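The SD over the genotypes of a group was compared between the group with the higher mean and the group with the lower mean of each DEG called with limma. On the log2 scale the SD was larger in the higher group for 133 DEGs (34.2%), with a median SD of 0.61 in the higher and 0.70 in the lower group. On the linear scale, with signals relative to the 75th percentile of the array, it was larger in the higher group for 331 DEGs (85.1%), with medians of 1.11 and 0.357. For the DEGs listed in Supplementary Table S7, the shares were 42.9% on the log2 and 88.2% on the linear scale. Without the flag filter the log2 share was 51.2%, the value farthest from the others. With a genotype left out, the log2 share of the DEGs called lay between 36.6% and 48.3%. The linear share then lay between 67.0% and 84.9%. In average linkage clustering on the DEGs called with limma, with Pearson correlation distance (1 minus r), sensitive genotypes 3 and 5 joined at 0.0481. Genotype 2 joined them at 0.0617. Resistant genotypes 4 and 7 joined at 0.0774, genotype 1 joined them at 0.112, and both groups joined at 0.279. DEGs are chosen for their difference between the groups. On all filtered probes genotypes 4 and 7 formed a branch (0.0526), the sensitive genotypes formed another (0.0571), and resistant genotype 1 joined last, at 0.0672. On the 8 single arrays the duplicates joined first, at 0.0019 for genotype 3 and 0.0035 for genotype 7.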

Genes with a lower relative expression level exhibited homogeneous expression levels between genotypes of the same group (R or S), while genes with a higher relative expression level exhibited variations among genotypes, allowing a clustering in agreement with their bolting tolerance (Fig. 2A).

**Table 1.** Number of transcriptomic and methylation probes after each step of the microarray design and analysis

	Origin of the sequences	Submitted sequences	Designed probes	Filtered probes	DEGs or DMRs
Transcriptomic	Public database	154 mitochondrial ORFs	132	106	2
		30 023 ORFs from ESTs	28 918	21 043	159
		22 candidate genes	44	26	3
	Cot fraction	42 004 ORFs	24 658	1273	5
	Total	72 203	53 752	22 448	169
Methylation	Public database	1 mitochondrial genome	3688	3211	27
		29 585 ESTs	185 425	14 069	110
		22 candidate genes	1426	109	1
	Cot fraction	6231 contigs	36	2185	0
	Total	35 839	227 242	19 574	138

DEG, differentially expressed gene; DMR, differentially methylated region. The Cot fraction corresponds to single-copy sequences obtained after Cot filtration and 454 sequencing of sugar beet genomic DNA. DEGs and DMRs correspond to sequences showing both significantly different signals (*t*-test analysis with *P*<0.05 and *P*<0.01, respectively) and fold change >2 between resistant and sensitive genotypes.

**Fig. 2.**
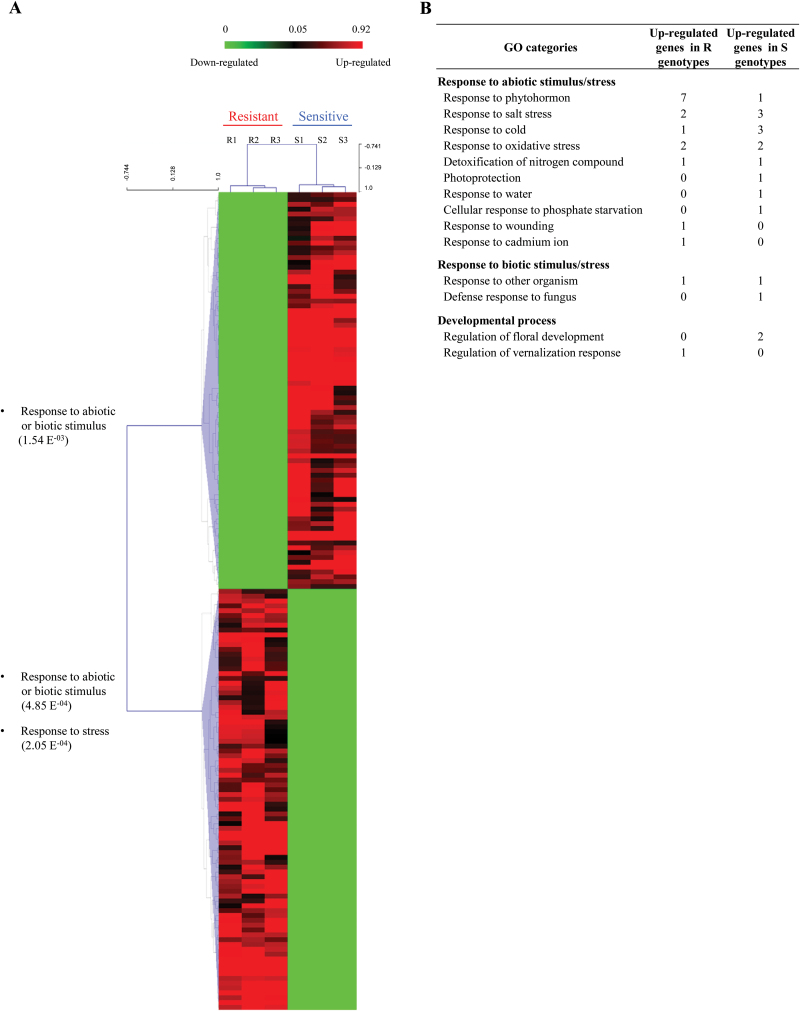
Transcriptomic characterization of the shoot apical meristem in sugar beet genotypes after vernalization. (A) Heatmap representation of the 169 differentially expressed genes (fold change R versus S >2 and *t*-test *P*-value <0.05) between bolting-resistant (R1–R3) and bolting-sensitive (S1–S3) genotypes after 9 weeks of vernalization treatment. On the left are indicated the main biological processes in which sequences could be involved and the corresponding *P*-value. (B) GO categories for genes involved in response to abiotic or biotic stimulus/stress and developmental process. (This figure is available in colour at *JXB* online.)

TBLASTX analysis of the 169 DEGs revealed annotations for 125 of them using the *Arabidopsis* gene database (Supplementary Table S7 at *JXB* online). 

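Supplementary Table S7 gives an Arabidopsis gene identifier for 125 sequences. Of these, 63 had a higher measured level in the sensitive and 62 in the resistant genotypes. A sugar beet gene model is given for 141 sequences, and 17 gene models are given for more than 1 sequence. The 30 pairs of probes of the same gene model had the same direction in 30 cases.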

Based on the TAIR percentage analysis, GO classification of these 125 sequences according to the ‘Biological Process’ component placed the largest proportion of genes in undefined categories such as ‘Other metabolic processes’ (31.9%), ‘Unknown biological process’ (31.9%), ‘Other cellular processes’ (27.9%), but also in ‘Response to abiotic and biotic stimulus’ (24.5%), ‘Response to stress’ (24.5%), and ‘Developmental process’ (12.0%; data not shown). These three last categories corresponded to 34 distinct sequences, including 17 sequences that were up-regulated in R genotypes and 17 in the S genotypes (Fig. 2B; Supplementary Table S7). Among them, eight genes could be regrouped in a ‘Response to phytohormones’ class (seven sequences up-regulated in R and one in S genotypes). 

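The flowering genes BvSVP (BQ588867), BvAGL24 (BQ488144) and BvFUL (BQ584677) were well above background on all arrays. BvSVP had a log2 difference between resistant and sensitive genotypes of -2.01 (standard error 0.54), and BvAGL24 had one of -1.78 (standard error 0.55). BvFUL went the other way, with 1.01 (standard error 0.31). For each of the 3 genes the values of the resistant genotypes did not overlap with those of the sensitive ones, the smallest two-sided p of an exact permutation test being 0.1 in this design. All 3 passed the unadjusted limma threshold. The limma p adjusted over all filtered probes was 1.00 for each, and all 3 passed at 0.0184 when adjusted over the list alone, which is not independent evidence as the genes were chosen on these samples. With 1 genotype left out, the difference of BvSVP stayed between -2.55 and -1.62 and that of BvAGL24 between -2.20 and -1.31. BvAGL24 did not pass without sensitive genotype 2 or sensitive genotype 3, nor in either form of the methods' t-test, while it passed the equal-variance form with only the first arrays of genotypes 3 and 7, a setting chosen after seeing the data. BvFUL did not pass the thresholds without resistant genotype 1 (0.85), sensitive genotype 3 (0.77) or resistant genotype 7 (0.96), nor with normexp background correction (0.95). Supplementary Table S7 places BQ588867 and BQ488144 on the same gene model, Bv9_227800_mryh. The remaining genes of Table 2 were not paired with a probe and are not analysed here.

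**Figure D2:**
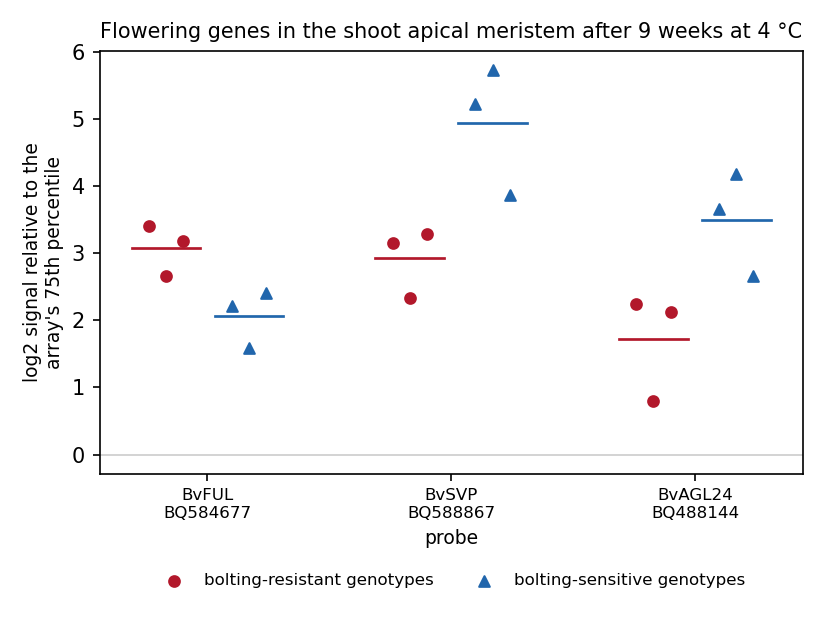
Log2 signal relative to the 75th percentile of the array (vertical axis) of BvFUL, BvSVP and BvAGL24 (horizontal axis). Points are genotypes (circles resistant, triangles sensitive), each the mean of its arrays, and lines are group means. BvSVP ranged from 2.33 to 3.28 in the resistant and from 3.86 to 5.73 in the sensitive genotypes.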

Of the four sequences that were grouped together in the ‘Response to cold’ class, three had a higher relative expression level in S and one had a higher relative expression level in R. To validate the experimental approach, sequences directly involved in flowering regulation were studied, and three of them were found to have a higher relative expression level in S [*SHORT VEGETATIVE PHASE* (*BvSVP*) and *AGAMOUS-LIKE 24* (*BvAGL24*)] and one a higher relative expression level in R [*FRUITFULL* (*BvFUL*); Table 2]. Altogether, the bolting tolerance transcriptomic analysis revealed an integrated network of genes that are involved in environmental perception (cold), phytohormone signalling, and flowering induction, and have a distinct relative expression level between R and S genotypes.

**Table 2.** Sugar beet genes involved in the flowering pathway showing significant normalized values (>|0.5|) for their methylation and expression levels

Accession	Gene	Reference	Methylation				Expression	
			Position of probes groups	No. of probes per group	Methylation level in S^*a*^	Methylation level in R^*a*^	Expression level in S^*b*^	Expression level in R^*a*^
HR807147	*RNA METHYLCYTOSINE TRANSFERASE b* (*BvRNMTb*)	Hébrard *et al.* (2013)	0–260	2	1.64	0.58	–	–
BQ592158	*FLOWERING LOCUS VE* (*BvFVE*)	Abou-Elwafa *et al*. (2010)	60–120	1	1.60	0.63	0.58	0.00
HM448911	*FLOWERING LOCUS T2* (*BvFT2*)	Pin *et al.* (2010)	0–240	5	2.25	0.94	–	–
			210–630	9	–2.25	–2.24		
			1080–2070	17	1.42	0.75		
			2820–4260	6	1.31	0.41		
HM448909	*FLOWERING LOCUS T1* (*BvFT1*)	Pin *et al.* (2010)	60–260	3	1.60	1.39	–	–
			1100–1773	8	1.48	0.59		
			2763–4893	6	0.92	0.28		
DQ189214 DQ189215	*FLOWERING LOCUS C (BvFL1*)	Reeves *et al.* (2007)	790–1090	2	1.46	1.00	–0.17	0.30
			5950–6130	5	–2.58	–2.56		
BQ584677	*FRUITFULL* (*BvFUL*)	This study (e-value 6E-83)	–	–	–	–	–0.45	0.55
BQ588867	*SHORT VEGETATIVE PHASE* (*BvSVP*)	This study (e-value 7E-22)	–	–	–	–	0.00	–0.65
EU437782	*CONSTANS* (*BvCOL1*)	Chia *et al.* (2008)	–	–	–	–	0.65	0.36
BQ488144	*AGAMOUS-LIKE 24* (*BvAGL24*)	This study (e-value 4E-30)	–	–	–	–	1.04	–0.75

^*a*^Average of the methylation levels for the indicated number of probes and for the three bolting-sensitive (S) or bolting-resistant (R) genotypes.

^*b*^ Average of expression levels for the three S or R genotypes.

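With each probe centred on its median over the 6 genotypes, the expression level of BvFUL was 0.55 ± 0.38 (SD, n = 3 genotypes) in the resistant and -0.47 ± 0.43 (SD, n = 3) in the sensitive genotypes. The level of BvSVP was -0.65 ± 0.52 (SD, n = 3) in the resistant and 1.36 ± 0.96 (SD, n = 3) in the sensitive genotypes. The level of BvAGL24 was -0.73 ± 0.81 (SD, n = 3) and 1.05 ± 0.78 (SD, n = 3), respectively. Values are on the log2 scale.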

–, The corresponding probes were eliminated after filtration.

### Methylation microarray analysis of vernalized sugar beet genotypes with differing bolting tolerance

To explore epigenetic variation between sugar beet genotypes with distinct bolting tolerance levels, a custom long-oligonucleotide (60-mer) microarray (1×244k) was generated using the Agilent SurePrint ink-jet technology and hybridized with either total or methylated DNA (isolated by methylated DNA immunoprecipitation; see the Materials and methods for details) extracted from the shoot apical meristems of each genotype after 9 weeks of cold exposure (Supplementary Fig. S2 at *JXB* online). Epigenetic data are available in the GEO database (GEO accession no. GSE56415).

Of the 227 242 probes (190 539 from public databases and 36 703 from Cot-SEQ; Table 1), 19 574 (8.6%) remained after the filtration and normalization steps (Supplementary Fig. S7 at *JXB* online), with 11.1% from Cot-SEQ probes. Using a fold change threshold of two, 1526 sequences were found to differ for their methylation levels between S and R genotypes. A *t*-test (*P*<0.05) revealed 707 out of these 1526 sequences that showed significant differences between genotypes, and 111 of them (with *P*<0.01) were considered as ‘differentially methylated regions’ (DMRs; Table 1; Supplementary Table S8). The DNA methylation ratios detected in this microarray experiment were independently validated by bisulphite sequencing (Supplementary Fig. S8). A heatmap is shown in Fig. 3A with the 111 sequences which all had a higher relative methylation level in S genotypes, allowing a clustering in agreement with the bolting tolerance of the six genotypes.

**Fig. 3.**
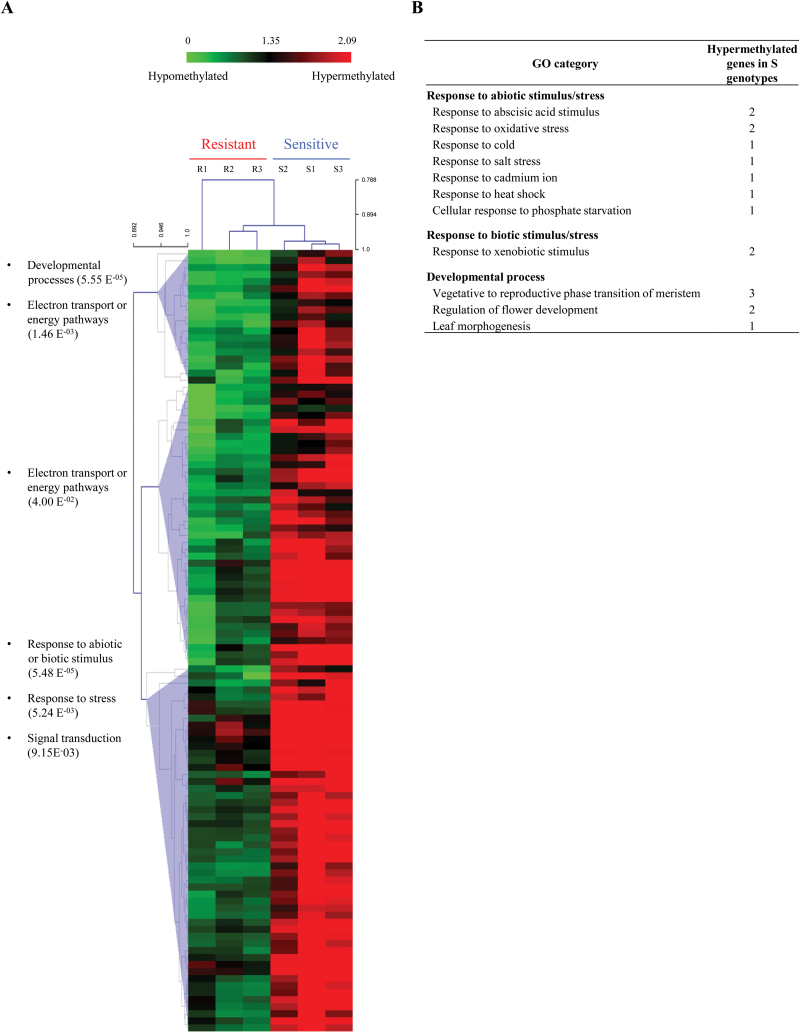
Methylation characterization of the shoot apical meristem in sugar beet genotypes after vernalization. (A) Heatmap representation of the 111 differentially methylated regions (fold change R versus S >2 and *t*-test *P*-value < 0.01) between bolting-resistant (R1–R3) and bolting-sensitive (S1–S3) genotypes after 9 weeks of vernalization treatment. On the left are indicated the main biological processes in which sequences could be involved and the corresponding *P*-value. (B) GO categories for genes involved in response to abiotic or biotic stimulus/stress and developmental process. (This figure is available in colour at *JXB* online.)

From the 111 DMRs, TBLASTX analysis detected 50 with annotations in the *Arabidopsis* gene database (46 with known function and four uncharacterized; Supplementary Table S8 at *JXB* online). Based on the TAIR percentage analysis, GO classification of these 50 sequences according to the ‘Biological Process’ component placed the largest proportions of genes in undefined categories such as ‘Other metabolic processes’ (18.9%) and ‘Other cellular processes’ (17.6%), but also in ‘Developmental process’ (8.8%), ‘Response to abiotic and biotic stimulus’ (8.1%), and ‘Response to stress’ (7.0%; data not shown). These three last categories corresponded to 17 distinct sequences, all with a higher relative methylation level in S genotypes (Fig. 3B). Among them, nine sequences could be grouped in a ‘Response to abiotic stimulus/stress’ class and six sequences in ‘Developmental process’. To validate the experimental approach, sequences directly involved in flowering regulation were studied, and five of them were found to be significantly hypermethylated in S [such as *FLOWERING LOCUS VE* (*BvFVE*); Table 2]. The methylation data indicated that bolting tolerance is associated with a gene network involved in the response to environment (cold) or in the induction of flowering, which exhibits distinct methylation states between S and R genotypes, these genes having a higher relative methylation level in S genotypes.

### Transcriptomic and methylation microarray analysis of the sugar beet mitochondrial genome

The sugar beet mitochondrial genome (368 kbp; GenBank accession no. BA000009) was used to design oligonucleotides for the custom transcriptomic (132 probes) and methylation (3688 probes) microarrays. After normalization, 106 transcriptomic probes and 3211 methylation probes were kept (Table 1) and mapped on the mitochondrial genomic map for R and S groups (Fig. 4). After filtration (*t*-test at *P*<0.05), only two DEGs were identified: *ORF104a* and *CYTOCHROME OXIDASE C subunit 2* (*COX2*). DNA methylation probes showed a succession of peaks all along the genome in both S and R genotypes, but R genotypes had a significantly higher relative methylation level compared with the S lines (at *P*<0.001). The non-coding regions also had a significantly higher relative methylation level compared with the coding regions (at *P*<0.01). After filtration (*t*-test at *P*<0.05), 27 DMRs (Table 1) were found, with 18 of them mapping on two main loci containing three ORFs (*ORF152*, *ORF102b*, and *ORF192*) that exhibited lower normalized expression values in R genotypes than in S genotypes. These data demonstrated that the mitochondrial genome is also affected by transcriptomic and epigenetic remodelling between sugar beet genotypes.

**Fig. 4.**
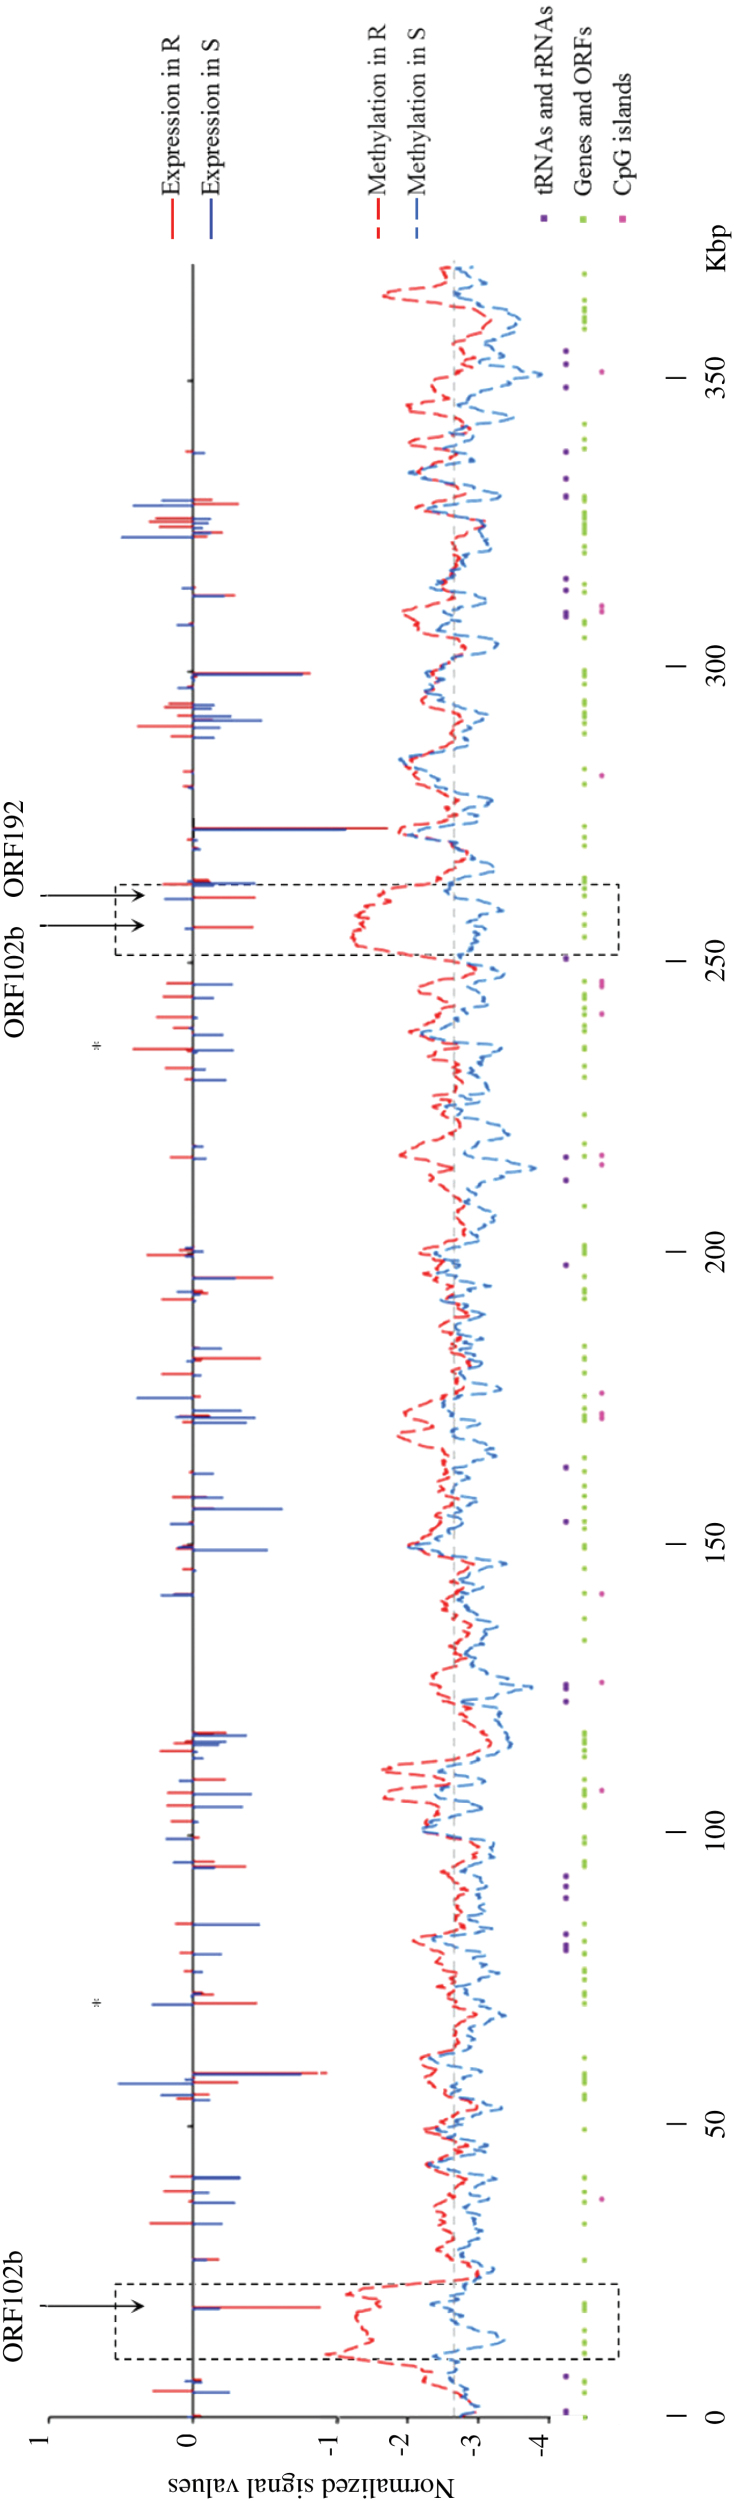
Expression and DNA methylation level analysis in the mitochondrial genome of sugar beet genotypes after vernalization. The three bolting-resistant (R, red lines) and the three bolting-sensitive (S, blue lines) genotypes have the same mitochondrial haplotype (‘O’ type, i.e. normal type mitochondrial genome leading to fertility, in contrast to the cytoplasmic male-sterile type) and were vernalized during 9 weeks at 4 °C. Green squares represent ORFs, purple squares represent rRNAs and tRNAs, and pink squares represent CpG islands. Black frames correspond to differentially methylated region-rich loci. Significantly different values for transcriptomic probes are marked with an asterisk (*P<0.05).

### Candidate sequences related to the genotypic bolting tolerance

In order to identify new candidate genes for bolting tolerance, the 14 sequences found to be both differentially methylated and differentially expressed between R and S genotypes were selected (Table 3). 

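The probe of FG345845 was not well above background on any array of the resistant genotypes, and its level was at least 1.86-fold higher in the sensitive genotypes. In recorded signals its log2 difference was -3.03 (limma standard error 0.20, adjusted p = 0.0203), and these statistics do not test the lower limit. This difference was under 2-fold with normexp background correction or with signals floored at the lowest signal well above background. BQ582907 had a log2 difference between resistant and sensitive genotypes of -1.99 (standard error 0.28, limma adjusted p = 0.261), and FG343208 one of 1.54 (standard error 0.35, limma adjusted p = 1.00). Supplementary Table S7 places FG343208 and 4 further sequences on 1 gene model. BQ586261 and FG344953 had log2 differences of -1.07 and -1.03, with a standard error of 0.31 for each. Both fell under 2-fold when arrays were scaled to their median (-0.94 and -0.91) and with normexp background correction (-0.89 and -0.96). BQ586261 did so without resistant genotype 7 (-0.78), and FG344953 without resistant genotype 1 (-0.93) or sensitive genotype 2 (-0.76). BQ586261, FG344953 and BQ489455 did not pass the Welch form of the methods' t-test. BQ489455 had a log2 difference of 4.02 (standard error 0.82, limma adjusted p = 0.913) and was well above background on 2 of the 4 arrays of sensitive genotypes. BQ585496 had one of -0.97 (standard error 0.30), under 2-fold, and -1.03 when only the first array of genotypes 3 and 7 was used. Except for FG345845 and BQ489455 these probes were well above background on all arrays.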

TBLASTX analyses proposed significant annotations for nine of them: four are involved in biosynthesis of various compounds such as suberin and cutin polymers (FG345845, a *HXXXD-TYPE ACYL-TRANSFERASE-LIKE PROTEIN*), triterpenoids (FG343208, a *BETA-AMYRIN SYNTHASE*), carotenoids (BQ582907, a *CAROTENOID EPSILON-RING HYDROXYLASE LUT1/CYP97C1*), or ethylene (FG344953, a *1-AMINOCYCLOPROPANE-1-CARBOXYLATE OXIDASE-LIKE PROTEIN*; Table 3); BQ586261, BQ489455, and BQ585496 encode a *GERMIN-LIKE PROTEIN 5* (*GLP5/PDGLP1*), an *ATPASE E1-E2*, and an *SPX DOMAIN CONTAINING PROTEIN 4* (*SPX4*), respectively, and are involved in early development, endoplasmic reticulum to Golgi vesicle-mediated transport, and response to phosphate starvation, respectively. 

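FG345694, annotated as CYSB, had a log2 level of 4.58 ± 0.086 (SD, n = 3 genotypes) in the resistant and 6.48 ± 0.17 (SD, n = 3) in the sensitive genotypes. The log2 difference of -1.90 (standard error 0.17, limma adjusted p = 0.0498) stayed between -1.98 and -1.81 with each genotype left out in turn. BQ582428, annotated as RNA polymerase II transcription mediator, had a log2 level of 3.01 ± 0.13 (SD, n = 3) in the resistant and 1.11 ± 0.23 (SD, n = 3) in the sensitive genotypes, a difference of 1.91 (standard error 0.20, limma adjusted p = 0.0734). Its difference stayed between 1.83 and 2.04 with each genotype left out. Both differences were larger than the spread among genotypes.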

Interestingly, one sequence is involved in response to environmental stress including cold (FG345694, a *CYSTATIN 6 CYSB*), and another one in the transcriptional regulation of specific signalling pathways such as flowering time (BQ582428, *RNA POLYMERASE II TRANSCRIPTION MEDIATOR*; Table 3). A correlation between methylation and expression values has been detected for these 14 sequences (Pearson *r*= –0.34 and Spearman ρ= –0.41 at *P*<0.01; Fig. 5; Supplementary Fig. S9A, B at *JXB* online). Twenty-two candidate genes known to be involved in sugar beet bolting and flowering were also studied. Nine of them, displaying the highest variations of normalized values for expression and/or methylation between R and S genotypes, are detailed in Table 2. Four genes had a higher relative expression level in S (*SVP* and the flowering activators *FVE*, *AGL24*, and *CO*), while two genes had a higher relative expression level in R genotypes (the flowering repressor *FLC* and *FUL*). In addition, five genes (*RNMTb*, *FVE*, *FT1*, *FT2*, and *FLC*) had a higher relative methylation level in S genotypes. Using the microarray data collected from sugar beet ESTs and bolting/flowering candidate genes (Table 2), a bolting tolerance model integrating phytohormone signalling genes, response to environment genes, and key bolting/flowering genes that were diferentially expressed and/or methylated between bolting-resistant and bolting-sensitive genotypes after 9 weeks of vernalization is proposed (Fig. 6). The model suggests that upstream regulators of flowering induction have a higher relative methylation level after vernalization in the shoot apical meristem of S genotypes and that their expression levels are in agreement with a potential induction state of flowering in S genotypes and repression state in R genotypes.

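Of the 14 sequences that the paper found to be both differentially methylated and differentially expressed, 13 were paired with an array probe by their accession. Of these, 12 passed the unadjusted limma threshold and the 2-fold limit, and 3 passed after adjustment. Over the 13, 7 had a higher level in the resistant and 6 in the sensitive genotypes. The remaining sequence, CK136737 (CYSB in Table 3), is not listed in Supplementary Table S7. FG345694, which the paper's text names for CYSB, is not counted here and passed after adjustment (limma adjusted p = 0.0498). The values of resistant and sensitive genotypes did not overlap for any of the 13, which were chosen on these samples. CF543348 had a log2 difference of 4.58 (standard error 0.38, limma adjusted p = 0.0369) and was well above background on 1 of the 4 arrays of sensitive genotypes. BQ589845 was not well above background on any of them and was at least 6.35-fold higher in the resistant genotypes. In recorded signals its log2 difference was 4.41 (limma standard error 0.31, adjusted p = 0.0205). FG345537 had a log2 difference of 2.60 (standard error 0.69), BQ488791 one of 1.56 (0.37) and BQ589458 one of -1.48 (0.35), with a limma adjusted p of 1.00 for each. Methylation values are not analysed here.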

**Table 3.** Differentially expressed and differentially methylated genes between bolting-resistant and bolting-sensitive sugar beet genotypes Genes were considered to be differentially expressed between genotypes when the fold change was >2 and the *t*-test *P*-value <0.05, and differentially methylated between genotypes when the fold change was >2.

Sugar beet accession	Sugar beet ID gene	*Arabidopsis thaliana* description	Biological process and/or molecular function	*Arabidopsis* AGI	E-value	Methylation		Expression	
						Methylation level in S^*a*^	Methylation level in R^*a*^	Expression level in S^*a*^	Expression level in R^*a*^
FG345845	Bv_39660_duks.t1	HXXXD-type acyl-transferase-like protein	Suberin and cutin polymer biosynthsesis	AT5G07850	5.00E-39	–0.67	1.16	1.49	-1,62
BQ589458	No significant hit	No significant hit	NA	NA	NA	0.53	–0.52	0.85	-0,66
BQ586261	Bv6_125340_epqo.t1	Germin-like protein 5 (GLP5/ PDGLP1)	Early development, defence, apoptosis	AT1G09560	6.00E-71	0.72	–0.42	0.30	-0,75
FG343208	Bv7u_181680_otyh.t1	Beta-amyrin synthase	Triterpenoid synthesis	AT1G78950	4.00E-74	1.15	–0.04	–0.61	0,93
BQ582907	Bv7_160760_mmcw. t1	Carotenoid epsilon-ring hydroxylase (LUT1/CYP97C1)	Carotenoid biosynthesis, leaf morphogenesis	AT3G53130	5.00E–40	1.22	–0.07	1.01	-0,89
FG344953	Bv3_049870_xxoz.t1	1-Aminocyclopropane-1- carboxylate oxidase-like protein 9	Ethylene biosynthesis	AT1G06620	6.00E-74	1.40	0.17	0.63	-0,41
BQ582428	Bv4u_091120_gpyr.t1	RNA polymerase II transcription mediator activity	Transcriptional regulation of specific signalling pathways	AT3G01435	2.00E-52	1.43	0.21	–1.01	0,88
CF543348	No significant hit	No significant hit	NA	NA	NA	1.59	0.53	–2.36	2,26
CK136737	Bv4_074360_ejeh.t1	Cystatin 6 (CYSB)	Cysteine proteinase inhition, response to stress	AT3G12490	4.00E-35	1.69	0.57	0.99	-0,93
BQ589845	Bv4u_091720_azjm.t1	No significant hit	NA	NA	NA	1.89	0.68	–2.35	2,03
FG345537	Bv9_208140_cjcm.t1	No significant hit	NA	NA	NA	1.99	0.29	–1.01	1,60
BQ489455	Bv7_169260_ewnm. t1	ATPase E1-E2 type family protein	ER to Golgi vesicle-mediated transport	AT1G17500	2.00E-37	2.13	0.63	–2.59	1,44
BQ585496	Bv2_042300_ners.t1	SPX domain-containing protein 4 (SPX4)	Response to phosphate starvation	AT5G15330	8.00E-23	2.48	1.16	0.35	-0,68
BQ488791	No significant hit	No significant hit	NA	NA	NA	2.52	1.43	–0.45	1,03

R, bolting resistant; S, bolting sensitive; NA, not available.

^*a*^Average of the normalized values when several probes corresponded to the same accession.

**Fig. 5.**
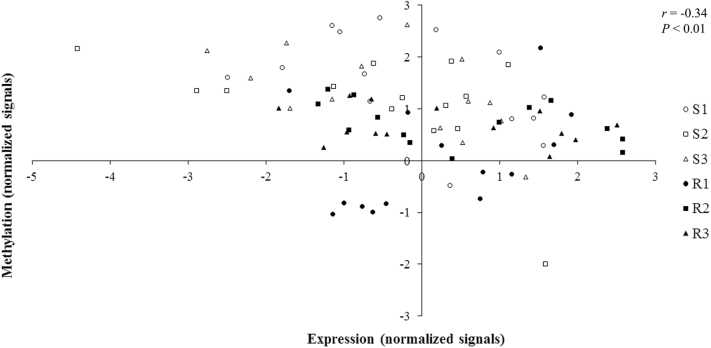
Relationship between methylation and expression in sugar beet genotypes after 9 weeks of vernalization treatment for the 14 sequences that are both differentially methylated (fold change R versus S >2) and differentially expressed (fold change R versus S >2 and *P*<0.05) between resistant and sensitive genotypes. The *x*- and *y*-axis correspond to expression and methylation normalized signals, respectively. Open circles, squares, and triangles represent the three bolting-sensitive genotypes, filled circles, squares, and triangles correspond to the bolting-resistant genotypes.

**Fig. 6.**
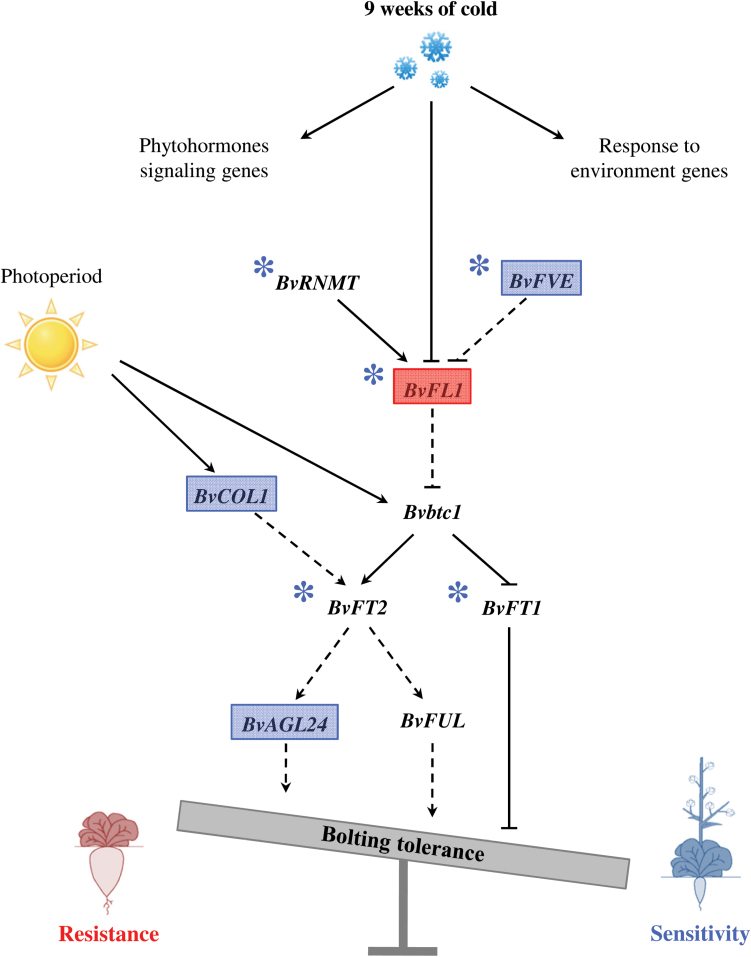
Bolting/flowering model in sugar beet. *BvAGL24*, *AGAMOUS-LIKE 24*; *Bvbtc1*, *bolting time control 1*; *BvCOL1*, *CONSTANS-LIKE 1*; *BvFL1*, *FLOWERING LOCUS C*; *BvFT1* andt *BvFT2*, *FLOWERING LOCUS T 1* and *2*; *BvFVE*, *FLOWERING LOCUS VE*; *BvFUL*, *FRUITFUL*; *BvRNMT*, *RNA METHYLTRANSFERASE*. Arrows and a dotted line indicated a hypothetical control based on the *Arabidopsis* flowering pathway. Genes coloured in blue are floral inducers overexpressed in bolting-sensitive genotypes. *BvFL1*, in red, is a floral inhibitor overexpressed in bolting-resistant genotypes. Asterisks (*) indicate hypermethylated genes in bolting-sensitive genotypes.

## Discussion

### Epigenomic approaches in a crop plant

Genomic resources for crop plants such as sugar beet are crucial to elucidate complex physiological processes such as vernalization and bolting. When this study was started, the only public resource for sugar beet genomic sequences was a collection of ~30 000 ESTs in the NCBI dbEST database. However, the sugar beet genome has been released recently, opening up new perspectives (Dohm *et al.*, 2014). EST sequencing only provides data on the coding regions expressed in a given tissue or set of tissues. Therefore, Cot filtration, another reduced-representation sequencing technique without the bias for expressed sequences, was employed to obtain low-copy sequence regions including expressed genes, promoters, introns, and non-expressed genes (Peterson, 2005). In this regard, Cot filtration proved to be an effective tool for sugar beet genome analysis (567 Mbp and 42.3% repetitive sequences; Dohm *et al.*, 2014). The efficiency of Cot filtration as a tool for gene enrichment has been demonstrated in several crop plants (Peterson *et al.*, 2002; Yuan *et al.*, 2003; Lamoureux *et al.*, 2005; Paterson, 2006). In the present study, the sugar beet Cot >940 fraction contained >98% single-copy sequences, confirming the efficacy of the Cot filtration, and led to the assembly of 6231 contigs after sequencing. Only 5% of transcriptomic probes and 11% of methylation probes corresponding to Cot sequences remained after the filtration and normalization steps. 

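On single arrays of the expression experiment, between 5.79% and 7.99% of the O probes (median 6.98%) were well above background, against 73.2% to 76.2% of the P probes (median 74.7%).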

Several explanations are possible, such as the low quality of the sequencing and assembly into contigs (1.0% mapped on sugar beet genome), the genetic distance between the genotype and the reference genome, or the quality of the actual version of the reference genome. In addition, fragments from the same gene have probably been re-assembled into several contigs, artificially increasing the number of ORFs used for probe design: 42 000 ORFs were predicted using the data, while only 27 421 protein-coding genes are predicted in the published genome assembly (Dohm *et al.*, 2014). Therefore, a high proportion of predicted ORFs were ‘unreal’ and only 218 ORFs mapped on the genome, representing a very low proportion of potentially ‘efficient’ probes. In addition, 184 ORFs showed sequence homology to genes, but only 84 distinct genes were identified, revealing high redundancy. However, the aim of this study was to expand the sugar beet public database to enable development of the first custom sugar beet expression and methylation microarrays. Thus, 1273 additional filtered probes for expression analysis and 2185 additional filtered probes for methylation analysis were obtained from the sequencing data (Table 1) to complement the public genomic resources. 

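Of the filtered O probes on the expression array, 924 passed all flag criteria in both groups. Of all filtered O probes, whether they passed in both groups or in 1, 8 were DEGs with limma at the unadjusted threshold and 2-fold. This number depended on the setting. It lay between 14 and 40 with a genotype left out, and was 217 without the flag filter and 1 with normexp background correction. Of the sequences in Supplementary Table S7, 5 are O probes.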

In recent years, microarray technology has demonstrated the power of the high-throughput study of gene expression in unravelling key processes in plant biology (Galbraith, 2006; Clarke and Zhu, 2006). A number of strategies for high-throughput detection of DNA methylation based on microarrays have led to important discoveries (Zhang *et al.*, 2006). In addition, microarrays have become especially relevant for species where little genome information is available and where intensive laboratory work is necessary to gain insight into a particular biological process, as is the case in sugar beet, as well as to identify candidate target genes for future breeding programmes (Martinez-Godoy *et al.*, 2008; Mascarell-Creus *et al.*, 2009). Recently, MeDIP-chip was compared with whole-genome bisulphite sequencing for the detection of DMRs and was also shown to be a reasonable alternative in population epigenetic studies (Wardenaar *et al.*, 2013).

### Bolting tolerance in sugar beet genotypes is associated with the differential expression of an integrative gene network in the shoot apical meristem

The transcriptomic analysis revealed 169 DEGs between R and S vernalized genotypes. These genes are involved in environment perception, hormone signalling, and flowering control. In *Lolium perenne*, 70 cold response genes exhibited variation in expression during vernalization (Ciannamea *et al.*, 2006). Phytohormones, particularly those involved in gibberellin metabolism, are known to be involved in the vernalization response in sugar beet (Mutasa-Göttgens *et al.*, 2009). The present results showed that the expression of genes playing a role in the transition from the vegetative to the floral stage is remodelled in the shoot apical meristem during cold exposure, and in different ways according to the bolting tolerance of genotypes. These gene associations and their expression levels could correspond to a floral determination state in S genotypes, for which a 9 week cold exposure is sufficient to induce bolting under optimal flowering conditions (photoperiod and temperature). The R genotypes could remain in a vegetative state via the control of other genes. Indeed, some flowering activators, such as *BvFVE*, *BvAGL24*, and *BvCOL1*, had a higher relative expression level in S genotypes, while the floral repressor *BvFL1* had a higher relative expression level in R genotypes, corresponding to a suitable context for the bolting initiation. In a previous study, R and S genotypes also exhibited different expression patterns for key regulators of the vernalization in sugar beet (Trap-Gentil *et al.*, 2011; Hébrard *et al.*, 2013). Recently, the *BvFL1* gene was functionally characterized using RNAi and overexpression in transgenic sugar beet plants (Vogt *et al.*, 2014). *BvFL1* RNAi neither eliminated the requirement for vernalization of biennial beets nor had a major effect on bolting time after vernalization, while overexpression of *BvFL1* resulted in a moderate late-bolting phenotype. Neither down-regulation of *BvFL1* by RNAi nor its overexpression affected the expression of the central floral regulators *BvBTC1*, *BvFT1*, and *BvFT2* in a consistent way. These data demonstrated that *BvFL1* is not a major regulator of the vernalization response in sugar beet and its role has to be clarified. In the present study, *BvFT1* and *BvFT2* were not retained after the filtration of the transcriptomic probes, indicating no expression or a low expression level in the shoot apical meristem, in agreement with the findings of Pin *et al.* (2010). In the same way, *BvRNMTa* and *BvRNMTb* seemed not to be expressed after 9 weeks of vernalization, in agreement with previous data (Hébrard *et al.*, 2013). In 2012, Mutasa-Göttgens *et al*. generated a sugar beet transcriptome by RNA sequencing (RNA-seq) and compared the expression level of genes in different genotypes before and after 21 weeks of vernalization and with or without gibberellin treatment. Some genes highlighted in that study were also evidenced in the present study, such as *BQ584677* corresponding to the *locus 6819* in Mutasa-Göttgens *et al.* (2012). This EST has strong homology with the *FUL* gene of *Arabidopsis*, which is involved in floral meristem identity, and was expressed differentially between R and S sugar beet genotypes. This RNA-seq analysis also revealed 20% of genes that were differentially expressed between genotypes with distinct vernalization requirements. These results indicated that such sugar beet genotypes are both genetically and transcriptionally distinct, in agreement with the present data. Similar divergences have been observed between Nipponbare and indica rice varieties, which revealed 1525 DEGs (Chodavarapu *et al.*, 2012).

### Bolting tolerance in sugar beet is associated with the hypermethylation of an integrative gene network in the shoot apical meristem of sensitive genotypes

The methylation analysis revealed 111 DMRs between R and S vernalized genotypes. Therefore, microarray is an efficient tool to identify DMRs at a genomic scale using available public genomic resources. In a previous study, 39 DMRs between genotypes were identified during vernalization by the use of the restriction landmark genome scanning (RLGS) method (Hébrard *et al.*, 2013). Here, the 111 DMRs all had a higher relative methylation level in S genotypes compared with the R genotypes. These results are in agreement with previous global DNA methylation data revealing the hypermethylated status of bolting-sensitive sugar beet genotypes after 9 weeks of vernalization (Trap-Gentil *et al.*, 2011). These elements indicated that R and S genotypes have distinct DNA methylation patterns during vernalization, allowing their early discrimination. DNA methylation divergences in the same species have already been reported in two *Arabidopsis* ecotypes, Landsberg *erecta* and C24, and their reciprocal hybrids (Shen *et al.*, 2012). In rice, the Nipponbare and indica varieties revealed 7% of epimutations (Chodavarapu *et al.*, 2012). The opposite DNA methylation and expression patterns observed in sugar beet genotypes during vernalization may reflect two meristematic determination states, one corresponding to a vegetative form and the other to a floral form. Indeed, in *Azalea japonica*, floral buds have been shown to be hypermethylated compared with vegetative buds (Meijon *et al.*, 2009).

Fourteen sequences that were both differentially expressed and differentially methylated (DEMSs) between R and S genotypes were also identified. In the same way, 45 DEMSs have already been reported between the Nipponbare and indica rice varieties (Chodavarapu *et al.*, 2012). Expression and DNA methylation of these 14 sugar beet DEMSs were negatively correlated, in agreement with other studies in *Arabidopsis* (Zhang *et al.*, 2006; Lister *et al.*, 2008), poplar (Vining *et al.*, 2012), and rice (He *et al.*, 2010). The biological significance of gene-body methylation is still not clear, although it has been proposed that it may suppress aberrant transcription from cryptic promoters inside the genes or participate in splicing variants (Zilberman *et al.*, 2007; Chodavarapu *et al.*, 2010; Lauria and Rossi, 2011). Nine of these 14 DEMSs exhibited putative functional annotations. Two sequences, encoding *CYSTATIN 6* (*CYSB*, FG345694) and a potential *RNA POLYMERASE II TRANSCRIPTION MEDIATOR* subunit (BQ582428), have already been shown to be involved in plant development and response to environmental stress. Cystatins are a group of proteins that are widespread in eukaryotes and inhibit cysteine proteases by direct interaction with the active site (Turk and Bode, 1991; Margis *et al.*, 1998). In plants, it has been suggested that cystatins may play a role in storage proteins, programmed cell death, defence mechanisms, regulation of endogenous proteases, and catabolism, germination, and seed maturation (Massonneau *et al.*, 2005). In *Arabidopsis*, seven *CYS* genes (*AtCYS1*–*AtCYS7*) have been identified (Martinez *et al.* 2005). The expression of *AtCYSa* and *AtCYSb* (synonymous with *AtCYS3* and *AtCYS6*, respectively) is strongly induced in cells and seedlings by multiple abiotic stresses including high salinity, drought, oxidative stress, and cold; overexpression of these genes in transgenic yeast and *Arabidopsis* plants increases resistance to these stresses (Zhang *et al.*, 2008). Other studies have reported an up-regulation of cystatin mRNA transcripts in organs submitted to adverse growth conditions, including low temperatures in amaranth, barley, maize, or wheat (Valdés-Rodriguez *et al.*, 2007; Gaddour *et al.*, 2001; Massonneau *et al.*, 2005, Christova *et al.*, 2006, respectively).

The Mediator complex is a large multiprotein complex conserved in all eukaryotes which acts as a bridge between the RNA polymerase II complex and transcription factors (Kim *et al.*, 1994; Koleske and Young, 1994). Developmental aberrations have been reported for *Arabidopsis* mutants in a number of genes subsequently identified as encoding Mediator subunits. For example, the loss of *SENSITIVE-TO-FREEZING6* (*SFR6*/*MED16*) function renders mutants unable to cold-acclimate and disrupts transcriptional outputs without low-temperature gene regulation, affecting expression of the flowering time pathway and circadian clock genes (Knight *et al.*, 2008). The *struwwelpeter* (*swp*/*med14*) mutants exhibited reduced cell numbers in all aerial organs, changes in the window of cell proliferation, and perturbations in the shoot apical meristem (Autran *et al.*, 2002). Recently, Zheng *et al.* (2013) showed that *Arabidopsis* MEDIATOR SUBUNIT 18 (MED18) affects flowering time and floral organ formation through *FLC* and *AG*. In the *MED18* loss-of-function mutant, flowering time was delayed and floral organ number as well as *FLC* and *AG* mRNA levels were altered. *FG345694* and *BQ582428* constitute interesting candidate genes for bolting tolerance.

Regarding another seven annotated sequences (*FG345845*, *FG343208*, *BQ582907*, *FG344953*, *BQ489455*, *BQ586261*, and *BQ585496*), no relationship to bolting has been established according to the literature, and further functional studies are needed to show their putative involvement in this physiological process. The possible role of these 14 DEMSs in bolting tolerance has yet to be defined. The study of corresponding *Arabidopsis* mutants, as in Hébrard *et al.* (2013), or RNAi sugar beet mutants (Pin *et al.*, 2010, 2012; Vogt *et al.*, 2014) will be relevant to elucidate their implication.

The bolting tolerance model (Fig. 6) is in agreement with phenotypic plasticity resulting from the control of plasticity genes modulated by environmental conditions (DNA methylation and gene expression) on the activity of organogenesis genes. The model suggests that sugar beet bolting tolerance corresponds to a regulation pathway whose genes are activated precociously in bolting-sensitive genotypes (through DNA methylation and gene expression variations) compared with the bolting-resistant genotypes. To test this model, methylome and transcriptomic analyses (using whole-genome bisulphite sequencing and RNA-seq, respectively) could be performed using the sugar beet genome that is now released (Dohm *et al.*, 2014). This study could be applied on a larger set of genotypes vernalized or not during short cold periods (from 1 to 3 weeks) in order to identify the early mechanisms controlling bolting tolerance.

### The sugar beet mitochondrial genome is affected by transcriptomic and methylation changes after vernalization related to bolting tolerance

The sugar beet mitochondrial genome was analysed for gene expression and DNA methylation in both R and S genotypes after 9 weeks of vernalization. The six genotypes had the same haplotype (ON type). Only two probes corresponding to *ORF104* and *COX2* were differentially expressed between R and S genotypes. Surprisingly, 3211 methylation probes were retained after the filtration step, and a mitochondrial methylome was established for the two types of genotypes. The methylation normalized values obtained were negative and very low for both groups of genotypes, indicating a very low methylation level. Methylation has already been detected in the mitochondrial DNA of several organisms, such as human, mouse, hamster, and a number of plant species (Nass, 1973; Shmookler Reis and Goldstein, 1983; Pollack *et al.*, 1984; Simkova, 1998; Bellizzi *et al.*, 2013). Other studies suggested that DNA methyltransferases could have access to different sites on the mitochondrial DNA, depending on the levels of protein occupancy (Rebelo *et al.*, 2009) and could be translocated into the mitochondria (Shock *et al.*, 2011). The sugar beet mitochondrial genome had a higher relative methylation level in R genotypes compared with the S genotypes, in contrast to the nuclear DNA. In *Sequoia sempervirens*, mitochondrial methylation is higher in juvenile shoots compared with adult shoots (6.6% versus 7.8–8.2%, respectively) and vice versa for the nuclear methylation (8% versus 6.5–7.5%, respectively; Huang *et al.*, 2012). The DNA methylation machinery could be regulated in different ways in the mitochondrion and in the nucleus, and according to the developmental stages. In addition, 510 differentially methylated probes have been identified between R and S genotypes, and some of them were clustered in two loci of 10–15kb. In these loci, only three ORFs were expressed (*ORF152*, *ORF102b*, and *ORF192*), and their expression level was higher in S compared with the R genotypes. This result suggests that the increased methylation level in these loci could reduce the expression of the corresponding coding sequences in R genotypes. This relationship has been demonstrated for some *Arabidopsis* nuclear genes (Zhang *et al.*, 2006; Lister *et al.*, 2008). Further analyses are needed to understand the role of these two mitochondrial loci that could be good candidates to distinguish S and R genotypes by assisted marker selection.

### Conclusion

Flowering is regulated by seasonal cues to help ensure reproductive success, synchronous flowering in agriculture, and maximal seed yield. Vernalization is the best known example of an environmentally induced epigenetic switch (Song *et al.*, 2012). Recently, using epigenetic recombinant inbred lines (*epiRILs*), DMRs have been shown to act as epigenetic quantitative trait loci (*QTLepi*), accounting for 60% of the heritability for flowering time in *Arabidopsis* (Cortijo *et al.*, 2014). However, the genotypic tolerance to bolting and flowering, particularly important for breeders, is still poorly understood in many crops. In *Arabidopsis*, quantitative modulation of chromatin silencing mechanisms through *cis* polymorphisms explains natural variation in vernalization (Coustham *et al.*, 2012). The present results showed that bolting tolerance is associated with a genotype-dependent remodelling of DNA methylation and expression of an integrative gene network involved in environmental perception, hormone signalling, and flowering in the shoot apical meristem. One perspective will be to construct the clusters of each bolting-tolerant group by development and use of new SNPs discovered in the DEG/DMR genes. In addition, the shoot apical meristem is a particularly relevant tissue in which to study the role of epigenetics in plant phenotypic plasticity and adaptation, and seems to be the site of a specific epigenetic control (Baubec *et al.*, 2014). Taken together, the present data, in agreement with previously published studies on sugar beet (Pin *et al.*, 2010; Trap-Gentil *et al.*, 2011; Hébrard *et al.*, 2013), open up new perspectives for sugar beet breeding. Moreover, a recent study revealed for the first time a major QTL for bolting tolerance in sugar beet, representing a major contribution towards the development of a winter sugar beet with controlled bolting behaviour (Pfeiffer *et al.*, 2014). The complete genomic sequence of sugar beet has been recently published (Dohm *et al.*, 2014) and will support molecular breeding, especially by the development of genome-wide genetic and epigenetic markers for relevant agronomic traits.

## Supplementary data

Supplementary data are available at *JXB* online.

Figure S1. A Cot curve, a graphic representation of a genome.

Figure S2. Diagram representing the strategy used to identify candidate genes for bolting tolerance.

Figure S3. Histogram representing the read length distribution after 454 high throughput sequencing.

Figure S4. TAIR percentage of gene ontology (GO) terms for ‘Biological Process’ and ‘Molecular Function’ of annotated sugar beet ORFs from the Cot fraction.

Figure S5. Box plots showing the distribution of the 22 448 transcriptomic filtered probes after the normalization step for the six sugar beet genotypes.

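With values relative to the 75th percentile of all non-control spots of an array, the median log2 value of the filtered probes lay between 0.74 and 0.79 on the 8 arrays. The lower quartile lay between -1.16 and -1.10 and the upper quartile between 2.99 and 3.09. The range of the medians was 0.74 to 0.79 in the resistant and 0.75 to 0.78 in the sensitive genotypes.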

Figure S6. Fold change expression using qRT–PCR validates transcriptomic microarray data.

Figure S7. Histogram showing the distribution of the 19 574 methylation-filtered probes after the normalization step for the six sugar beet genotypes.

Figure S8. Bisulphite sequencing confirmation of DNA methylation changes detected with the methylation microarray.

Figure S9. Relationship between methylation and expression in sugar beet genotypes after 9 weeks of vernalization treatment.

Table S1. Sequence of primers.

Table S2. Assembly data summary.

Table S3. Functional analysis of the Cot fraction.

Table S4. Contigs with a blast hit in the sugar beet genome.

Table S5. ORF annotations.

Table S6. ORFs with a blast hit in the sugar beet genome.

Table S7. 169 differentially expressed genes (DEGs).

Table S8. 111 differentially methylated regions (DMRs).

Supplementary Data

## Abbreviations:

BD: bolting delay
BI: bolting index
CH3: methylation
Cy: cyanine
DEG: differentially expressed gene
DEMS: differentially expressed and differentially methylated sequence
DMR: differentially methylated region
EST: expressed sequence tag
FL1: *FLOWERING LOCUS C*-like
FT: *FLOWERING LOCUS T*
HAP: hydroxyapatite
ORF: open reading frame
QTL: quantitative trait locus
R: bolting resistant
RLGS: restriction landmark genome scanning
S.: bolting sensitive.

# Supplementary material for: Epigenomics and bolting tolerance in sugar beet genotypes
**Source:** J Exp Bot. 2015 Oct 13;67(1):207–25. doi: 10.1093/jxb/erv449
**Supplement:** Supplementary Data

Epigenomics and bolting tolerance in sugar beet genotypes — Epigenomics and bolting tolerance in sugar beet genotypes — Supplementary Data 

# Epigenomics and bolting tolerance in sugar beet genotypes

## Supplementary Data

Data files

- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data

# Supplementary material for: Epigenomics and bolting tolerance in sugar beet genotypes
**Source:** J Exp Bot. 2015 Oct 13;67(1):207–25. doi: 10.1093/jxb/erv449
**Supplement:** Supplementary Data

## Epigenomics and bolting tolerance in sugar beet genotypes

Claire Hébrard, Daniel G Peterson, Glenda Willems, Alain Delaunay, Béline Jesson, Marc Lefebvre, Steve Barnes and Stéphane Maury

### Supplementary data

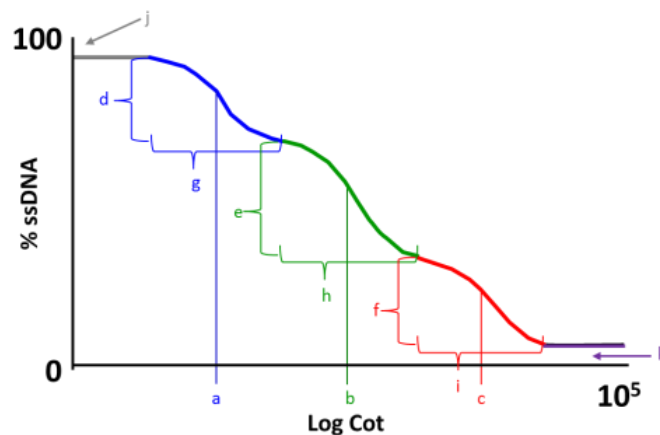

**Supplementary Figure S1:** A Cot curve, a graphic representation of a genome. In this example, the curve consists of three components; a highly repetitive (HR - red) component, a moderately repetitive (MR - green) component, and a single/low-copy (SL - blue) component characterized by fast, intermediate, and slow reassociation, respectively. Each component has a  $Cot_{1/2}$  value which marks the point at which 50% of the DNA sequences in that component have reassociated (a, b, and c). The height of each component (d, e, and f) is reflective of the fraction of the genome contained in that component. 80% of the DNA in a component reassociates between  $0.1y$  and  $10y$  (g, h, and i) where  $y$  is the component's  $Cot_{1/2}$ . Even at  $Cot$  values approaching zero the percentage of unreassociated DNA is always less than 100% due to intramolecular foldback (j). Additionally, some sequences are damaged (presumably during shearing) and will not reassociate (k).

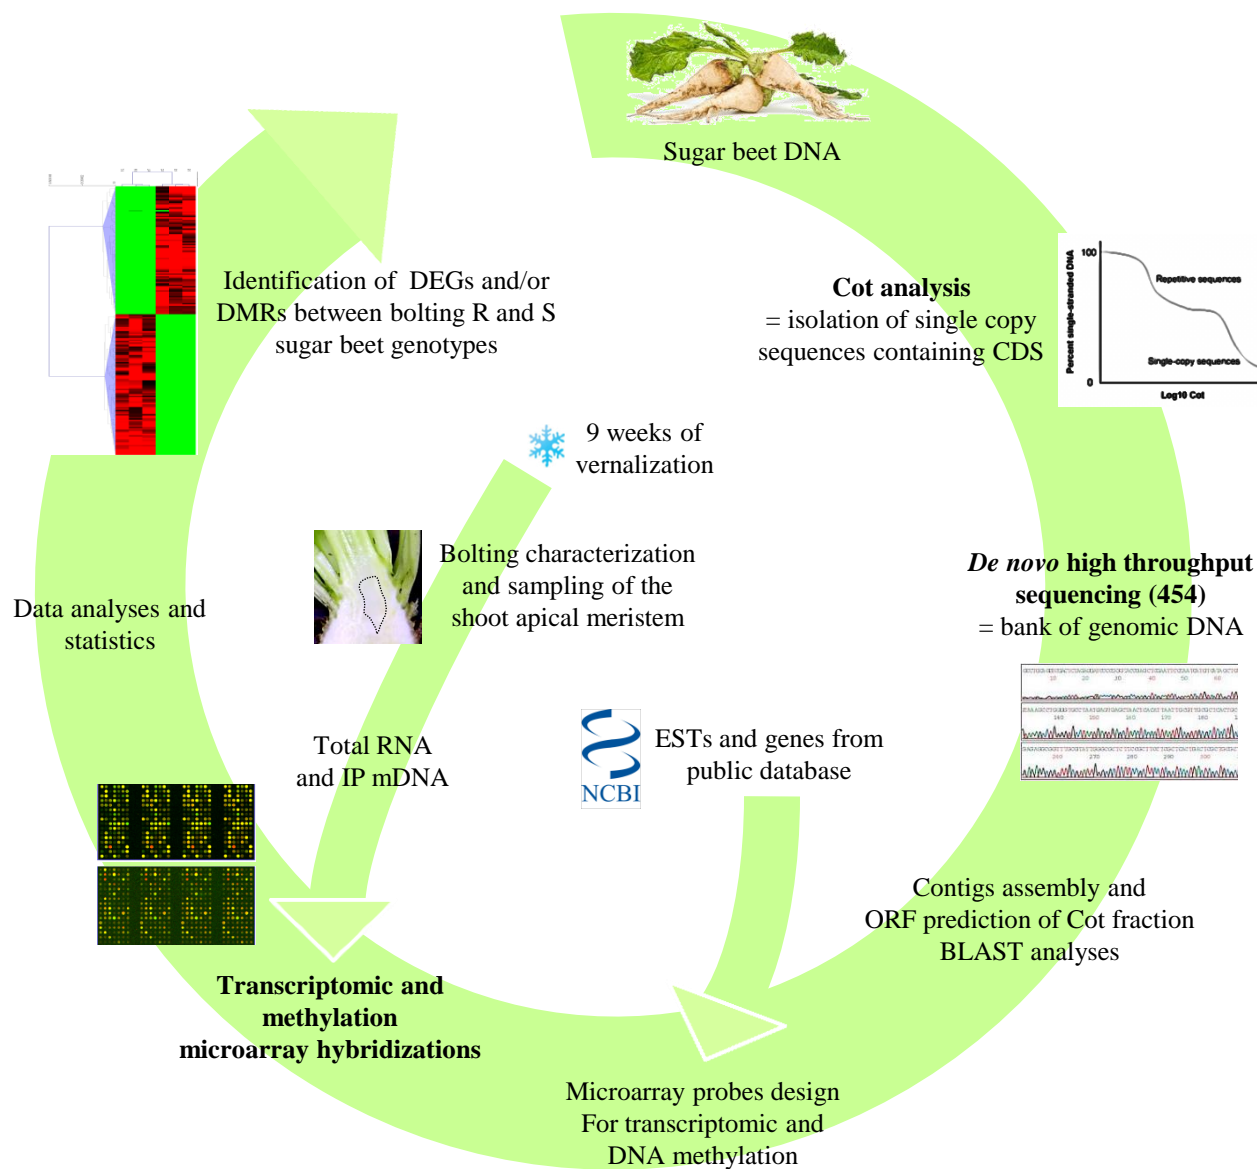

**Supplementary Figure S2:** Diagram representing the used strategy to identify candidate genes for bolting tolerance. IP mDNA: immuno-precipitated methylated DNA; DEG: differentially expressed gene; DMR: differentially methylated region; R: bolting resistant; S: bolting sensitive.

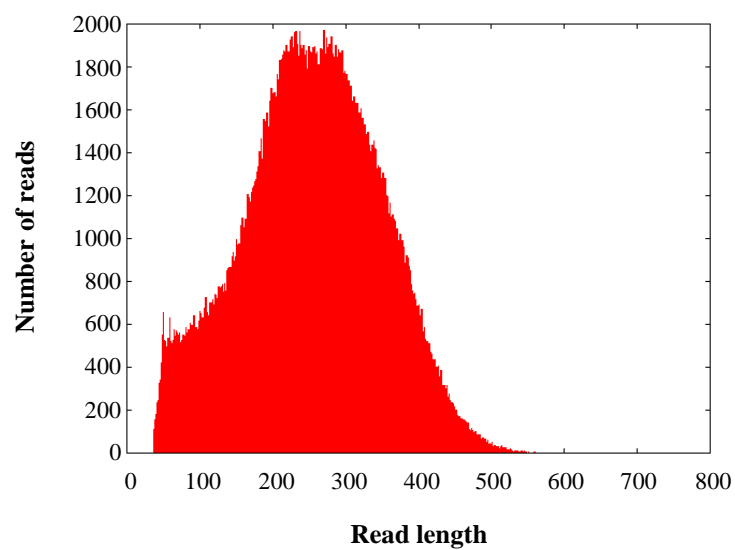

**Supplementary Figure S3:** Histogram representing the read length distribution after 454 high throughput sequencing.

**A**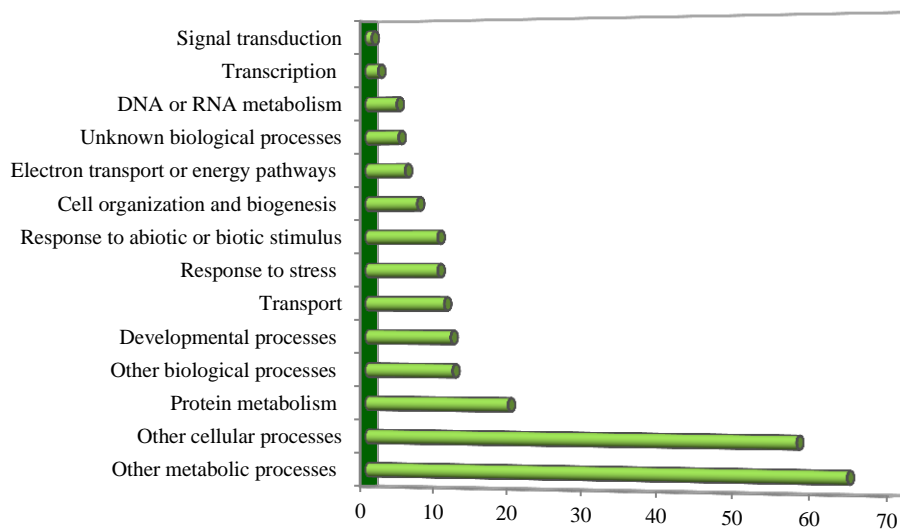**B**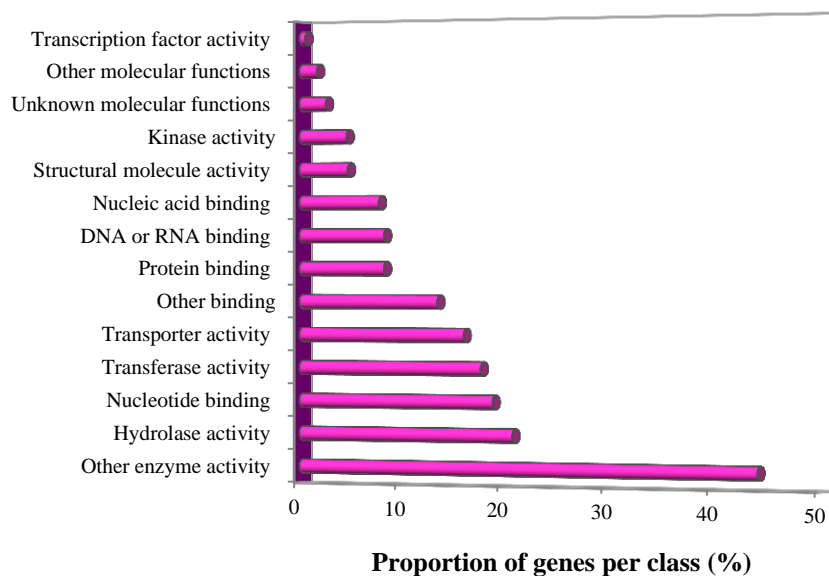

**Supplementary Figure S4:** TAIR percent of gene ontology (GO) terms for (A) “Biological Process” and (B) “Molecular Function” of annotated sugar beet ORFs from C<sub>0</sub>t fraction.

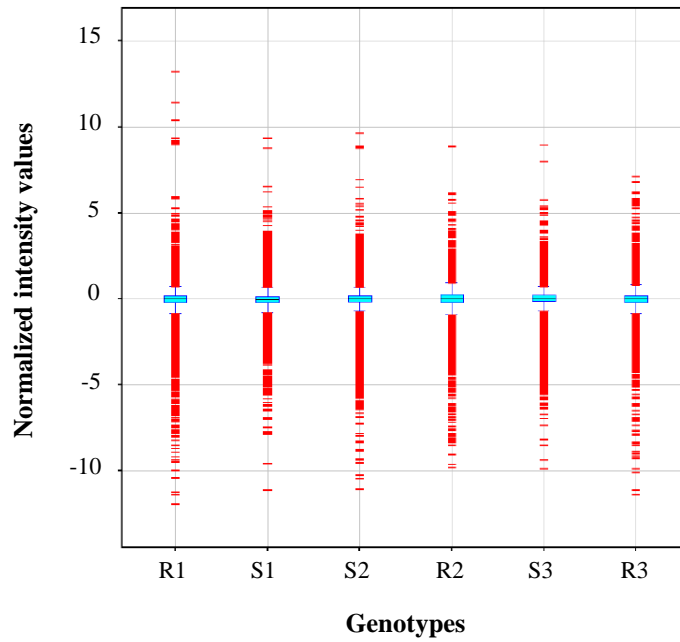

**Supplementary Figure S5:** Box plots showing the distribution of the 22 448 transcriptomic filtered probes after normalization step for the three bolting resistant (R1 to R3) and the three bolting sensitive (S1 to S3) sugar beet genotypes.

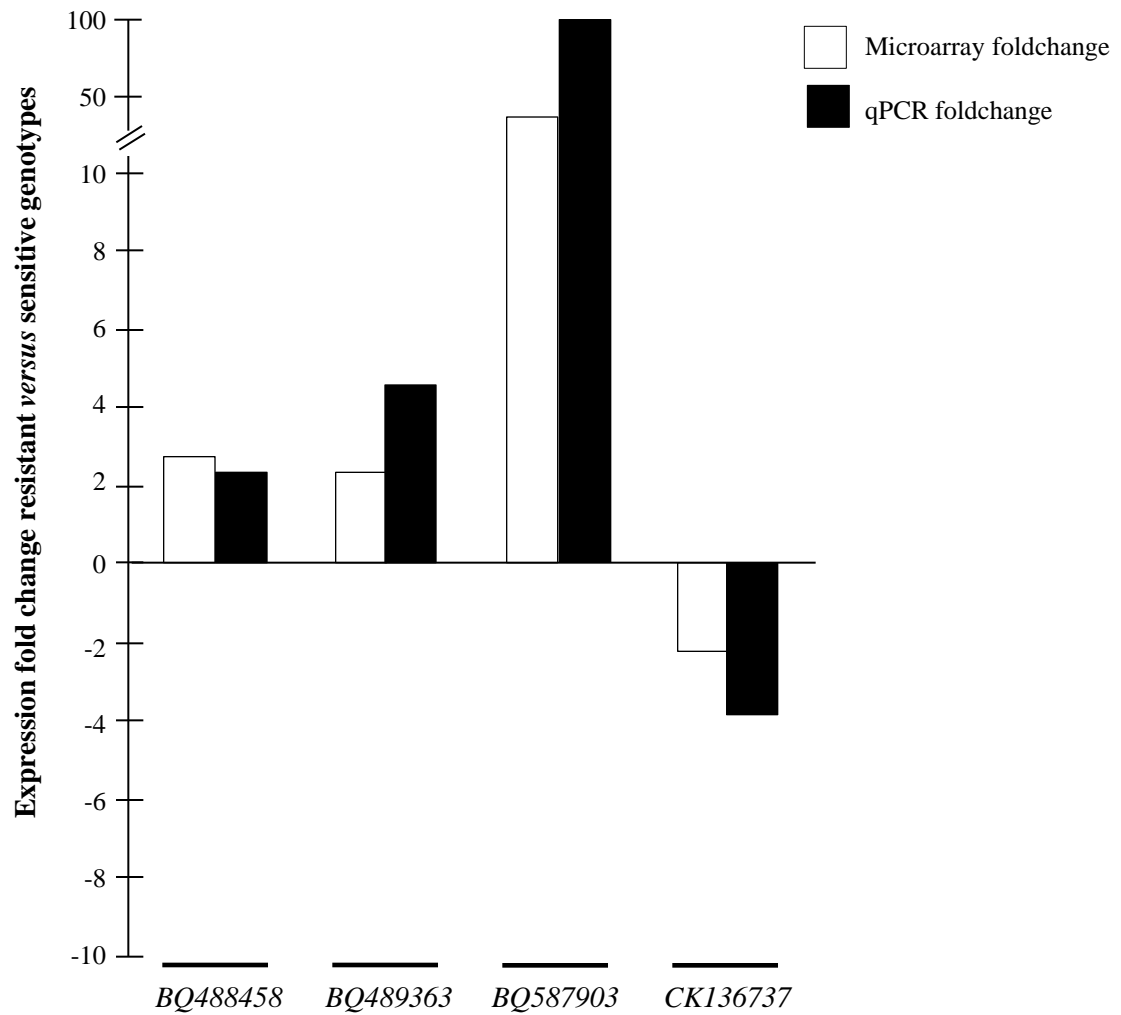

**Supplementary Figure S6:** Fold-change expression using qRT-PCR validates transcriptomic microarray data. Four genes showing significant expression variations in our transcriptomic microarray data (white bar) were analyzed by qRT-PCR (black bar).

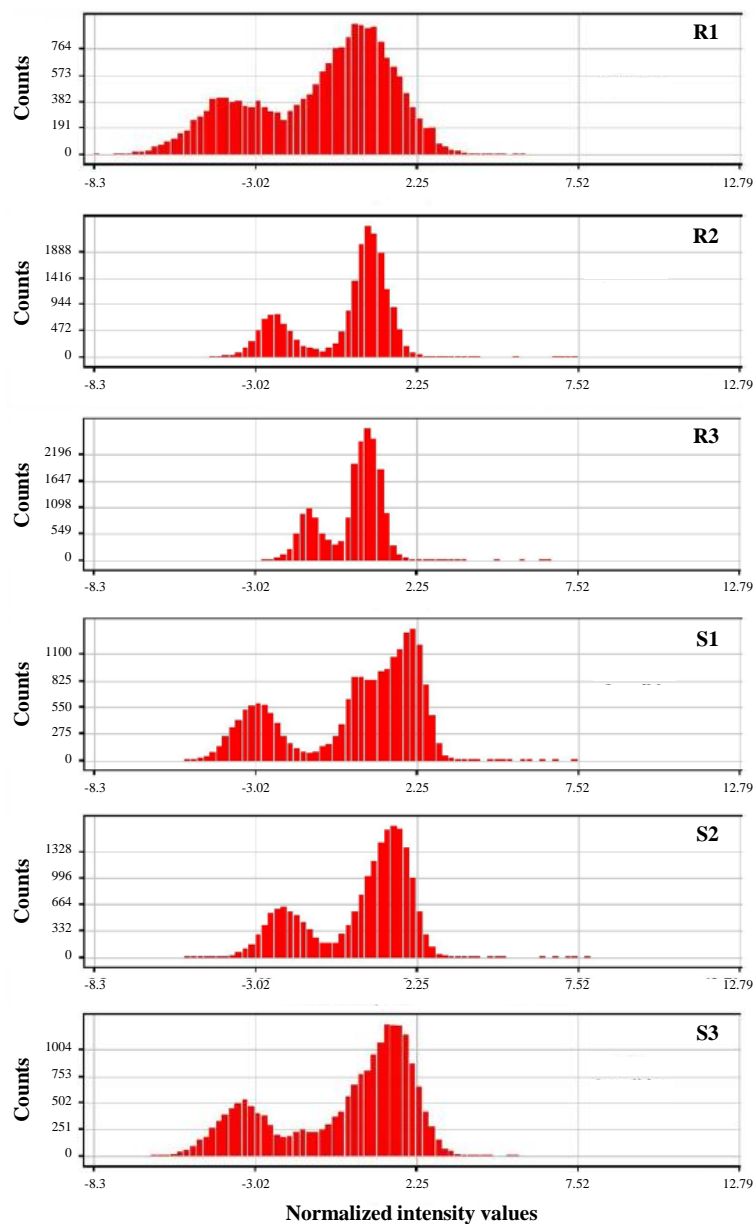

**Supplementary Figure S7:** Histogram showing the distribution of the 19 574 methylation filtered probes after normalization step for the three bolting resistant (R1 to R3) and the three bolting sensitive (S1 to S3) sugar beet genotypes.

## Bisulfite sequencing results

## Microarray results

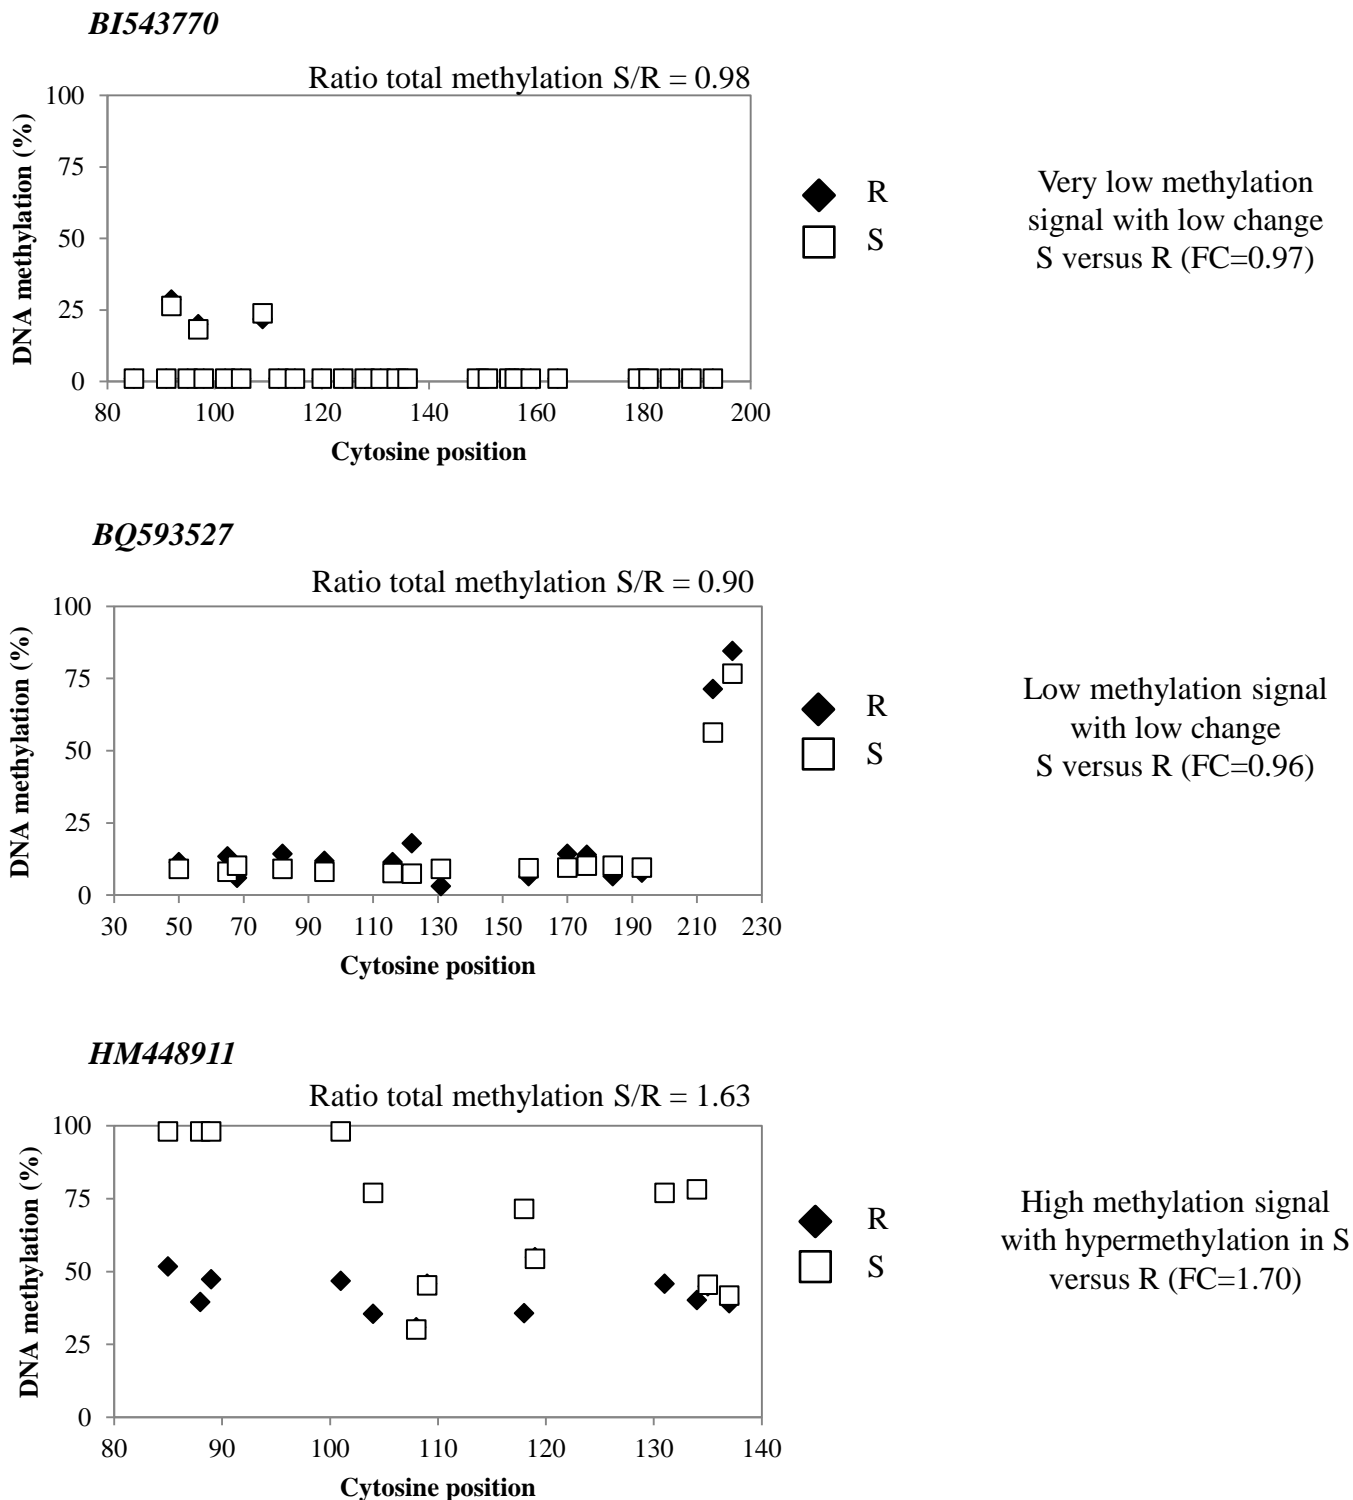

**Supplementary Figure S8:** Bisulfite sequencing confirmation of DNA methylation changes detected with the methylation microarray. DNA methylation profiles for bolting resistant (R, black diamonds) and sensitive genotypes (S, white squares) are given for three different genes: *BI543770*, *BQ593527* and *HM448911*. Each dot represents a cytosine. For each locus, the right panel indicates the nature of DNA methylation changes between conditions as detected by the methylation microarray.

**A**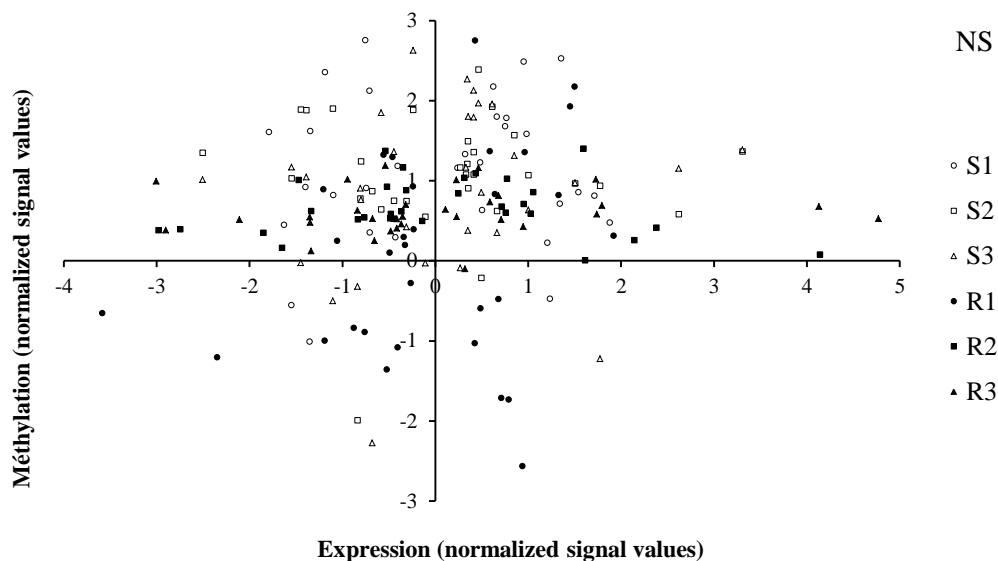**B**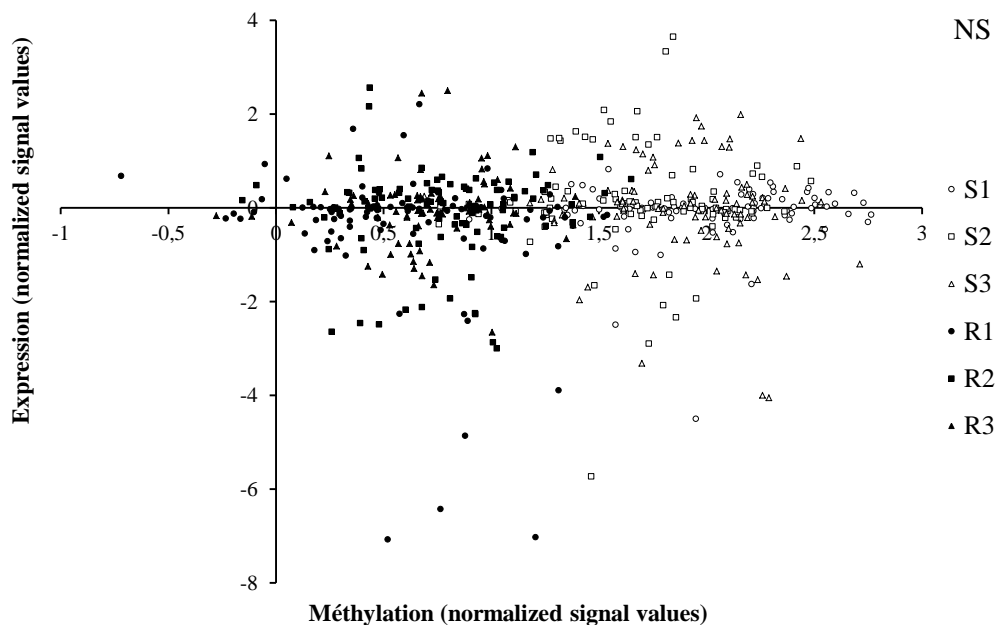

**Supplementary Figure S9:** Relation between methylation and expression in sugar beet genotypes after 9 weeks of vernalization treatment. White circles, squares and triangles represent the 3 bolting sensitive genotypes while black circles, squares and triangles correspond to the bolting resistant genotypes. (A) Methylation level vs expression level for the 169 differentially expressed genes (when the corresponding methylation probes are retained after filtration). (B) Expression level vs methylation level for the 111 differentially methylated regions (when the corresponding expression probes are retained after filtration).

**Supplementary Table S1:** Sequence of primers. For degenerated primers, Y = C, T and R = G, A.

| Experiment           | Sequence ID                            | Primer sequence                                                    |
|----------------------|----------------------------------------|--------------------------------------------------------------------|
| Bisulfite sequencing | BI543770                               | F 5' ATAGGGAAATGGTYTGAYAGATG 3'<br>R 5' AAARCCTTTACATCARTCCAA 3'   |
|                      | BQ488791                               | F 5' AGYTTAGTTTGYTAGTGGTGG 3'<br>R 5' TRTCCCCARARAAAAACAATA 3'     |
|                      | BQ587382                               | F 5' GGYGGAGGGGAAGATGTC 3'<br>R 5' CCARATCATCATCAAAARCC 3'         |
|                      | BQ593527                               | F 5' AGAAGAGGAAGAGGAATTTAGAAG 3'<br>R 5' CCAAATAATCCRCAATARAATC 3' |
|                      | CV301724                               | F 5' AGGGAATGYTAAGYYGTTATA 3'<br>R 5' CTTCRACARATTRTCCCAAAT 3'     |
|                      | <i>BvFT2</i>                           | F 5' TTGTTTGGTTGTATATAGGAAGT 3'<br>R 5' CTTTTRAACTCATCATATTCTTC 3' |
|                      | FG345537                               | F 5' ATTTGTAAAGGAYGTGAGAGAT 3'<br>R 5' ATAATCCAACATTATCATCATCA 3'  |
| Quantitative PCR     | <i>BvUBIQUITIN</i>                     | F 5' TCGAAGATGGCCGTA CTTTGGC 3'<br>R 5' CCCTCAAACGGAGAACCAAGTG 3'  |
|                      | <i>BvATP SYNTHASE<br/>BETA SUBUNIT</i> | F 5' TCATCGGTGCCGTTGTTGATGTC 3'<br>R 5' ATCAAGCACCTCAAGGGCAGTC 3'  |
|                      | BQ488458                               | F 5' ACGGTCAGCAGAGAACTCATGG 3'<br>R 5' ATCAATCTCAGCCGCACGATTAGC 3' |
|                      | BQ489363                               | F 5' ATCTCGCCCAACCAATTTCCAG 3'<br>R 5' GAAAGTTGGGCACGGCAGATCAAC 3' |
|                      | BQ587903                               | F 5' ATGGAACATGGTTTGC GCTTGG 3'<br>R 5' ACACCCTTCTAACAGCACCAC 3'   |
|                      | CK136737                               | F 5' AGTATGTGGGTGATGCCGATGC 3'<br>R 5' GTACGGGTCATCAGTAGACCTAGC 3' |

**Supplementary Table S2:** Assembly data summary.

| Category                          | Quantity    |
|-----------------------------------|-------------|
| Total number of reads             | 466 386     |
| Total number of bases             | 117 949 495 |
| Number of aligned reads           | 73110       |
| Number of aligned bases           | 15 608 909  |
| Number of assembled reads         | 40 645      |
| Number of partial reads           | 32 296      |
| Number of singleton reads         | 364 748     |
| Number of repeat reads            | 292         |
| Number of outliers reads          | 24 683      |
| <b>Large contigs (&gt;500 nt)</b> |             |
| Number of contigs                 | 2 211       |
| Number of bases                   | 1 841 482   |
| Average contig size               | 832         |
| N50 contig size                   | 781         |
| Largest contig size               | 14 860      |
| <b>All contigs</b>                |             |
| Number of contigs                 | 6 231       |
| Number of bases                   | 2 953 454   |

**Supplementary Table S3:** Functional analysis of the Cot fraction.

| Class                                     | Number of elements | Length (bp)      | %            |
|-------------------------------------------|--------------------|------------------|--------------|
| <b>Repeat sequences</b>                   |                    | <b>40 952</b>    | <b>1,39</b>  |
| Retroelements                             | 14                 | 2 784            |              |
| DNA transposons                           | 3                  | 145              |              |
| Unclassified                              | 3                  | 1 035            |              |
| Small RNA                                 | 37                 | 13 503           |              |
| Simple repeats                            | 238                | 13 336           |              |
| Low complexity                            | 265                | 10 149           |              |
| <b>Single copy sequences</b>              |                    | <b>2 912 502</b> | <b>98,61</b> |
| Contigs                                   | 6 231              |                  |              |
| Potential ORFs predicted from contigs     | 42 004             |                  |              |
| Non-redundant annotations between species | 1629               |                  |              |

How the deposited data were processed for this re-analysis (not part of the article)

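Total RNA from 1 shoot apical meristem of each of 6 sugar beet genotypes, 3 bolting-resistant (genotypes 1, 4 and 7) and 3 bolting-sensitive (genotypes 2, 3 and 5), taken after 9 weeks at 4 °C, was labelled with Cy3 and hybridized to a custom Agilent array. Genotypes 3 and 7 were hybridized to 2 arrays each, which gives 8 arrays. The groups were taken from the sample labels, which number the genotypes.

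The authors deposited a scanner file for each array, made with Feature Extraction 10.7.3.1, in which the intensity of each spot is background-subtracted and spatially detrended on a linear scale and not normalized between arrays. The authors also deposited a table of log2 values normalized per array to the 75th percentile and per probe to the median. Each probe of that table has a median of 0 over the 6 genotypes, and 99.99% of its values lay within 0.05 of the value computed here from the first array of genotypes 3 and 7 and the single arrays of the other genotypes, against 77.4% for the mean of the duplicate arrays. The scanner files were used for the main values and the table as an alternative.

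For each array, the 75th percentile of log2 intensity over the non-control spots was subtracted from the log2 intensity of each spot. Spots of 1 probe were averaged, then the arrays of 1 genotype. A probe was retained if, on all arrays of at least 1 group, at least 1 of its spots was not an outlier, not saturated, positive and significant, and well above background by the software's flags. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, with data.table 1.17.8 to read the files), as resistant minus sensitive genotypes, at the p threshold and the fold change of 2 that the paper states, unadjusted and with Benjamini–Hochberg adjustment. The prior of the moderated variance had 1.94 degrees of freedom. Where a probe was not well above background on any array of a group, the fold was given as a lower limit against, per array, the higher of its own signal and the lowest signal well above background. Clustering used average linkage and Pearson correlation distance. The signal well above background started at an intensity between 17.3 and 30.2 on the arrays. The number of genotypes limits the precision of each value.

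The genes named in the text are those the paper names for the expression array and that could be paired with a probe, and the 5 probes with the largest rise and the 5 with the largest fall among filtered probes past both limma thresholds without overlap between the groups, 1 probe per accession. Probes were paired with accessions through Supplementary Table S7. Of 288 accessions and gene models of that table, 0 matched the reference table of RefSeq genes, and names are those of the paper. The annotation columns to the right of the gene model in that table were not used. The positions of probes in a genome are not given here.

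The pipeline was tested on simulated data for the comparison of resistant with sensitive genotypes, with 22314 probes of which 200 were changed by 3 on the log2 scale. limma recovered 96.0% of these at the unadjusted threshold with 516 false calls, and 77.0% after adjustment with 9 false calls. The methods' t-test with equal variances recovered 93.5% with 296 false calls, and 30.5% after adjustment with 2 false calls. Its Welch form recovered 92.5% with 221 false calls, and 8% after adjustment with 0 false calls.

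The alternatives were quantile normalization, scaling to the median of the array, normexp background correction with an offset of 50, no flag filter, a filter that both groups had to pass, saturated spots retained, signals floored, the first or the second array of genotypes 3 and 7 only, all 8 arrays with the genotype as a random block, the authors' log2 table, both forms of the methods' t-test, limma with an intensity trend, a ratio of means of linear signals, and leaving out each genotype in turn. Normexp used the median spot signal, as the mean spot signal is not a column used here. The slide and the scan could not be a block, as all arrays share 1 slide and 1 scan. Further alternatives and tests are given with the results they bear on. Figures were drawn with matplotlib 3.10.9. The mitochondrial probes, whose names were not paired with mitochondrial genes, the classes of gene ontology, and the methylation, bisulphite, qRT–PCR and Cot sequencing experiments were not analysed here.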

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

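The comparison with the nearest sequences of Supplementary Table S7 and the test of these probes with each genotype left out were chosen after the result was seen.

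Of the 18 probes past the adjusted limma threshold and 2-fold, 3 are not among the sequences of Supplementary Table S7. They have no name here, so whether the paper reports on any of them elsewhere is not known. The CYSB sequence of Table 3 was not paired with a probe. P8164 or P7085, whose profiles are close to that of another CYSB sequence, could be its probe. P8164 and P7085 were singled out after their values were seen. P634 had a log2 difference between resistant and sensitive genotypes of 5.91 (adjusted p = 0.0203). It was not well above background on any array of the sensitive genotypes, which makes it at least 16.0-fold higher in the resistant genotypes. P8164 had a log2 difference of -1.91 (standard error 0.16, adjusted p = 0.0380) and P7085 one of -1.77 (standard error 0.16, adjusted p = 0.0498), and both were well above background on all 8 arrays. The differences were present in each resistant genotype against each sensitive genotype for all 3 probes.

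Noise of a single hybridization was tested with the second arrays of genotypes 3 and 7 in place of the first: 3 of the 3 probes passed the unadjusted threshold and 2-fold, with log2 differences of 5.78, -1.91 and -1.75 for P634, P8164 and P7085. At the adjusted threshold P7085 no longer passed there (limma adjusted p = 0.0624), and 13 of the 18 probes did. The second arrays are part of the means by which the probes were chosen, and the other genotypes have 1 array each, which is the same in both comparisons, so this comparison decides nothing. Noise in 1 hybridization reaches 1 genotype, and with any genotype left out at least 96.2% of the log2 difference was left, from -1.97 to -1.85 for P8164, 5.69 to 6.31 for P634 in recorded signals and -1.82 to -1.71 for P7085. The probes were chosen by adjusted p, which needs a small spread within the groups, so little could be lost here. The test with a genotype left out therefore decides nothing either. Whether these probes pass the adjusted threshold was less stable, as P7085 shows. The adjusted calls themselves were fewer in other settings: 0 by the methods' t-test, for which 181 probes passed unadjusted, and 0 in limma without sensitive genotype 3, where 377 passed unadjusted. The profiles of P8164 and P7085 over the 6 genotypes differed from that of P2166 (FG345694, CYSB), the nearest sequence of Supplementary Table S7, by a root mean square of 0.0358 and 0.0756 on the log2 scale, and the nearest sequence to P634 was at 0.717. A difference between the genotypes that is unrelated to bolting, such as an allele that the probe does not match, was not tested, and bolting tolerance stays open as well.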

How the results depend on the processing

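The alternatives were chosen before the data were examined, except the slide row as a block, outlier spots set to missing, and the first arrays together with the methods' t-test, which were chosen after seeing the data.

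The number of DEGs at unadjusted p and 2-fold stayed within 1.5 times the main count of 389 in 13 of the 17 settings other than leaving out a genotype. The exceptions were 776 without the flag filter, where more probes are tested, 181 with the methods' t-test with equal variances, 132 with its Welch form, and 193 with the first arrays and the methods' t-test (chosen after seeing the data). All of the 181 and of the 132 were among the 389. With a genotype left out the count lay between 352 and 810, and the highest value was without resistant genotype 1, the cause of which was not tested. The majority direction of the calls differed between settings. In the main setting 42.9% were higher in the resistant genotypes, against 53.6% and 57.6% with the equal-variance and the Welch form of the methods' t-test, 51.6% with the slide row as a block, 50.9% to 52.6% without genotype 3, 4, 5 or 7, and 60.0% when arrays were scaled to their median, which shifted the median log2 difference of all filtered probes to 0.13. Both scalings called 333 probes in common.

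The number at adjusted p and 2-fold was less stable. It was 18, and it became 10 with normexp background correction, 6 with the filter that both groups had to pass, 9 with signals floored, 0 with each form of the methods' t-test and 0 with the first arrays and that test, where 181, 132 and 193 passed unadjusted. With the slide row as a block it was 3. With a genotype left out it lay between 0 and 25. It was 0 without sensitive genotype 3, where 377 probes passed unadjusted with limma, 3 without sensitive genotype 2, 5 without resistant genotype 7, 8 without sensitive genotype 5, 12 without resistant genotype 4 and 25 without resistant genotype 1. Of these, 2, 2, 3, 3 and 10, respectively, were among the 18, which leaves 8 or more of the 18 not called again. The causes of these changes were not tested. The self-test recovered 77.0% of simulated changes of 3 on the log2 scale at this threshold, and smaller changes were not simulated.

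The number of probes over 2-fold was 1566, with 988 with normexp background correction, 3100 without the flag filter and 998 with the filter that both groups had to pass, for which fewer probes are counted. The other settings gave 1242 to 1619, and 1668 to 2251 with a genotype left out. Of the sequences of Supplementary Table S7, 161 were called, with 101 after normexp background correction, whose offset shrinks the differences of dim probes, and between 108 and 169 in the other settings. The share of DEGs with the larger log2 SD in the group with the higher level was 34.2%, with 51.2% without the flag filter, the cause of which was not tested. With a genotype left out this share lay between 36.6% and 48.3%, and the linear share between 67.0% and 84.9%. In the clustering, 6 genotypes lay on the branch of their group at the top split on DEGs. On all filtered probes the number was 4, because the top split sets resistant genotype 1 against all others, while genotypes 4 and 7 form a branch below it and the sensitive genotypes another. The number of filtered probes (20713 to 22976), the share of Supplementary Table S7 sequences in the direction of their heading (50.9% to 52.7%) and the share with the larger linear SD in the higher group (79.2% to 87.2%) kept their size in all settings other than leaving out a genotype.

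Over the 28 named probes and all settings, a probe no longer passed in 37 cases and newly passed in 6. The filter that both groups had to pass left 10 of them untested. The largest number lost in one setting was 8, with the Welch form of the methods' t-test. Retaining saturated spots changed 0 values, as 0 spots were saturated. The slide and the scan were not run as a block, since all arrays share 1 of each. The mitochondrial probes were not analysed here, so the alternatives set for them were not run. No paired analysis was possible because the genotypes of the groups carry different numbers. Signal over background limits 31 of the DEGs, for which 1 group was not well above background on any array and the fold is a lower limit.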

Differences from the paper's values

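The paper reports 169 DEGs at its p threshold and 2-fold, with Benjamini–Hochberg's correction named in its methods, and 389 probes passed with limma without adjustment and 18 with it. Of the alternatives set before the data were examined, the methods' t-test with equal variances (181) and its Welch form (132) are within 1.5 times of the paper's number, and the others are not. With the first arrays of genotypes 3 and 7 and the t-test with equal variances, a setting chosen after seeing the values, 193 probes passed, among them all 169 sequences of Supplementary Table S7. After adjustment 0 passed in that setting and in each form of the t-test run here. The paper's 169 were thus reached by a t-test only without adjustment.

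The paper's level of BvSVP (BQ588867) in the sensitive genotypes is 0.00, and the median-centred level measured here is 1.36. None of the alternatives brings the level near the paper's, and over those without a genotype left out it ranged from 1.33 to 1.38, and with a genotype left out from 1.07 to 2.19. The level in the resistant genotypes did not differ from the paper's.

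The paper gives 5 DEGs for the Cot fraction, and 8 O probes passed with limma. Of the alternatives set before the data were examined, signals floored (4), both forms of the methods' t-test (4 each) and limma with an intensity trend (7) are within 1.5 times of the paper's number, and the others are not. Those others run from 1 with normexp background correction to 217 without the flag filter, with 14 to 40 when a genotype is left out. The count of 8 is therefore not stable. The first arrays of genotypes 3 and 7 with the t-test with equal variances, a setting chosen after seeing the values, give 5.

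The other values compared, which are totals of probes, the levels of BvFUL and BvAGL24 and the levels in sensitive genotypes of Table 3, were within the limits used, and some were reached in a particular setting. With the first array of genotypes 3 and 7 only, 22448 probes passed the filter and 1580 of them exceeded 2-fold, which equal the paper's numbers, and 1273 of the O probes passed, which the paper gives as 1273 for the Cot fraction. The authors' log2 values also follow these arrays, which points to them as the arrays behind the paper's numbers. The same setting called all 169 sequences of Supplementary Table S7 with limma, of which 8 were not called in the main setting. BQ585496 (SPX4), which the paper lists as differentially expressed, exceeded 2-fold in that setting (-1.03) and with the authors' log2 values (-1.03), but not in the main setting (-0.97).

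Supplementary Table S7 lists sequences as up-regulated in sensitive or in resistant genotypes. Of 165 filtered sequences, 85 (51.5%) had the direction of their heading, and BvFUL and BvAGL24 had the direction of the text and not that of their heading. The paper states that genes with a lower level were homogeneous within a group while those with a higher level varied. On the log2 scale the larger SD was in the group with the higher level for 34.2% of the DEGs, and on the linear scale for 85.1%.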

Other observations

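The tests chosen after the result was seen are those of other splits of the genotypes for the limma counts, of what is left of the differences over 2-fold with the slide row as a block, of exchanged labels, of the order of the accession numbers, of near-copies and of the linear spread, and the slide row as a block was added after the files were seen.

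The 6 genotypes can be divided into 3 and 3 in 10 ways. In 7 of them, the real division included, at least as many probes passed unadjusted limma p and 2-fold as between resistant and sensitive genotypes, with 187 to 793 probes over the divisions and a median of 434.5. The methods' t-test gave a number as large in 7 of the 10. At adjusted p the real division gave the largest number, so that 1 of 10 was as large, and the next largest was 10. All divisions were tested on the probes that the flag filter retained for the real groups. This favours the real division, as probes with signal in only 1 of its groups were kept. Of the 18 adjusted calls, 8 had a group not well above background on any array, so the comparison at adjusted p decides nothing. With 10 divisions a share under 0.1 cannot be reached, so chance cannot be excluded for any of these counts. The unadjusted count depends on single genotypes, with 810 probes without resistant genotype 1, and the adjusted count was 0 without sensitive genotype 3 and 25 without resistant genotype 1. In the simulated comparison limma made 516 false calls at the unadjusted threshold, more than the 389, so the unadjusted count alone decides nothing. The division of genotypes 1, 2 and 3 against 4, 5 and 7 follows the row of the array on the slide, and it gave 535 probes at unadjusted p and 10 at adjusted p. With the row as a block, 322 probes passed between resistant and sensitive genotypes, of which 230 were among the 389, and 3 passed at adjusted p. With this block limma made 602 false calls in the simulated comparison, more than the 322, so this count alone decides nothing about the row. Both rows hold resistant and sensitive genotypes, so a difference between the rows would leave little of a group difference once the row is a block. For the 1566 probes over 2-fold, which are not chosen by p, a median of 94.3% of the log2 difference was left (quartiles 76.8% and 123%), and less than 50% was left for 74 of them. The share left argues against the row as the whole cause of these differences. In both rows the direction of the groups was seen for 1029 of the 1566 probes (65.7%), and not for the others. A part played by the row stays open for single probes, as do differences among the genotypes unrelated to bolting.

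For 46 probes, all arrays of 1 group passed the flags and no array of the other group was well above background. Of these, 32 had signal in the resistant and 14 in the sensitive genotypes, 31 were DEGs, and 28 are in Supplementary Table S7. In 6 of the 10 divisions of the genotypes, the real one included, there were at least as many such probes (27 to 105), and the largest number was in the division along the slide row. Chance cannot be excluded.

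The headings of Supplementary Table S7 do not follow the measured direction. An exchange of the resistant and sensitive labels for all samples would place nearly all sequences against their heading, and 51.5% had its direction, which argues against it. Sorted by accession, the headings formed 14 stretches, compared with a median of 85 and a lowest value of 61 over 100000 random orders of the headings (permutation test, one-sided p = 1e-05, the smallest these permutations can give). The measured directions formed 84 stretches in the same order (permutation test, one-sided p = 0.453). A candidate explanation is that the list was divided by accession and not by direction. Noise in single probes as the source of the directions was tested with probes of the same gene model: 100% of the 30 pairs of probes from 17 gene models had the same direction, 14 of these pairs being split between the headings, compared with 49.8% of all pairs of sequences in the table. This argues against noise in the direction of single probes.

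BQ588867 (BvSVP) and BQ488144 (BvAGL24) lie on the same gene model in Supplementary Table S7, as transcripts that differ in their suffix. Over the 6 genotypes, 2.03% of the 3003 pairs of sequences higher in the sensitive genotypes had profiles as highly correlated as this pair, and 0.833% had deviations from the group means as highly correlated. This is consistent with both probes reading transcripts of 1 gene, so that they may not be independent evidence. The sequences of the probes were not compared here.

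The larger spread among genotypes in the group with the higher level may reflect that the spread grows with the level on the linear scale: on the log2 scale 34.2% of the DEGs had the larger SD in the higher group, against 85.1% on the linear scale. The lower signal limit of the array could hide spread in the lower group. The log2 share was 54.8% among the 31 DEGs with 1 group not well above background on any array and 33.4% among the 290 DEGs well above background on all arrays, as this explanation needs. It does not account for the linear scale, where 86.2% of those 290 DEGs had the larger SD in the higher group.

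With the first arrays and the t-test with equal variances, 24 probes outside Supplementary Table S7 passed the p threshold without adjustment and 2-fold, 14 higher in the resistant and 10 in the sensitive genotypes. Of these, 83.3% had a profile nearer to a sequence of the table than the median sequence of the table has to another (root mean square 0.237 on the log2 scale). For changes under 4-fold, 19 of 21 were nearer than the corresponding median of 0.199. They may be near-copies of listed transcripts, but a similar profile does not show a shared transcript, and 4 of the 24 were not near any listed sequence by this measure, so this cannot be told apart from separate genes with the same difference.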
